# Comparative Transcriptome Analysis of Pine Trees Treated with Resistance-Inducing Substances against the Nematode *Bursaphelenchus xylophilus*

**DOI:** 10.3390/genes11091000

**Published:** 2020-08-26

**Authors:** Jungwook Park, Hee Won Jeon, Hyejung Jung, Hyun-Hee Lee, Junheon Kim, Ae Ran Park, Namgyu Kim, Gil Han, Jin-Cheol Kim, Young-Su Seo

**Keywords:** comparative transcriptome, pine wilt disease, *Bursaphelenchus xylophilus*, *Pinus densiflora*, systemic acquired resistance (SAR), acibenzolar-*S*-methyl (ASM), methyl salicylic acid (MeSA)

## Abstract

The pinewood nematode (PWN) *Bursaphelenchus xylophilus* causes pine wilt disease, which results in substantial economic and environmental losses across pine forests worldwide. Although systemic acquired resistance (SAR) is effective in controlling PWN, the detailed mechanisms underlying the resistance to PWN are unclear. Here, we treated pine samples with two SAR elicitors, acibenzolar-*S*-methyl (ASM) and methyl salicylic acid (MeSA) and constructed an in vivo transcriptome of PWN-infected pines under SAR conditions. A total of 252 million clean reads were obtained and mapped onto the reference genome. Compared with untreated pines, 1091 and 1139 genes were differentially upregulated following the ASM and MeSA treatments, respectively. Among these, 650 genes showed co-expression patterns in response to both SAR elicitors. Analysis of these patterns indicated a functional linkage among photorespiration, peroxisome, and glycine metabolism, which may play a protective role against PWN infection-induced oxidative stress. Further, the biosynthesis of flavonoids, known to directly control parasitic nematodes, was commonly upregulated under SAR conditions. The ASM- and MeSA-specific expression patterns revealed functional branches for myricetin and quercetin production in flavonol biosynthesis. This study will enhance the understanding of the dynamic interactions between pine hosts and PWN under SAR conditions.

## 1. Introduction

Pine trees from the genus *Pinus* are widely distributed in a variety of environments, ranging from areas at sea level to mountainous areas and from some of the coldest to the hottest environments on earth [1,2,3]. Pine forests are among the most valuable resources, with respect to timber, fuel, and various wood products [4,5,6]; native pine forests also provide important habitats or source of food for numerous species of birds and mammals in natural ecosystems. However, in recent decades, pine trees have suffered from epidemic attacks of pine wilt disease (PWD), and their populations have reduced markedly since the 1960s [7,8]. PWD, caused by the pinewood nematode (PWN) *Bursaphelenchus xylophilus*, is an extremely destructive disease that affects pine forests and results in substantial economic and environmental losses on a worldwide scale. Subsequent to its initial detection in Japan at the beginning of the 20th century [9], PWD spread rapidly throughout a number of East Asian countries, notably, China, Korea, and Taiwan, and thereafter extended to Europe (Portugal and Spain) [10,11,12,13]. In Japan, some 700,000 m^3^ of pine forests are infected by PWD each year [14], whereas in the 10 years between 2003 and 2013, China lost USD 20 billion as a consequence of the mass dieback of 1 million ha of pine forests in 16 provinces [15].

*B. xylophilus* has the unique capacity to feed on both living trees and fungi [16,17]. Moreover, it is known to be vectored by pine sawyers of the genus *Monochamus* and is transmitted from deceased to healthy pine trees during the summer period of oviposition [18,19]. The PWN feeds on epithelial cells in the resin canals of host trees and subsequently migrates through surrounding tissues to kill parenchymal cells [20,21,22]. Populations of infesting PWN undergo rapid expansion, and in the process cause extensive destruction of xylem tissues, thereby interrupting water and resin flow in host trees. By autumn, the trees have usually succumbed to the detrimental effects of the infection [18,19]. The reiteration of infection and the pathogenic cycle ensures that the PWN is readily disseminated throughout pine forests.

Owing to the serious threat posed by PWN, considerable effort has been expended in attempts to control the disease. Control methods are based primarily on aerial and ground applications of conventional insecticides (fenitrothion and thiacloprid) to kill the pine sawyer vectors, or involve the injection of trees with nematicides, such as levamisole hydrochloride, morantel tartrate, and emamectin benzoate [23,24,25]. Recently, however, there has been growing public concerns regarding the use of pesticides and nematicides, on account of their detrimental effects on the environment and human health, as well as undesirable effects on non-target organisms [23,26]. In this regard, the establishment of systemic acquired resistance (SAR) in pine trees may provide a viable alternative that can overcome the problems associated with the currently used control agents. SAR is a highly enhanced immune-type plant resistance that confers long-term broad-spectrum resistance against a diverse range of invaders [27,28,29,30]. Prophylactic induction of SAR prior to contact with nematodes enables pine trees to mount a more effective resistance against PWD [8,31]. SAR can be induced not only by exposure of plants to abiotic and biotic stresses but also by using synthetic resistance-inducing substances (RISs) [32]. Among the commonly employed RISs, salicylic acid (SA) is an endogenous signalling compound that regulates the induction of SAR, as well as plant growth and development [33,34,35]. Although the efficacy of SAR has been well validated, numerous details remain unclear, notably, the identity of the genetic elements activated by RISs, and specifically in the case of PWD, how to effectively exploit SAR to protect pine trees from PWN infestation.

Gaining an understanding of the mechanisms underlying resistance to PWD is a complex issue and demands integrated management, as studies that focus exclusively on isolated elements of the host–pathogen system (i.e., host plant, SAR, or the causal nematode) fail to fully reflect the dynamic interactions among these key elements. Ideally, in vivo studies on PWN-infected pine trees under conditions of induced SAR are the optimal approach for addressing this problem. In this regard, recent advances in high-throughput sequencing have enabled unbiased and more accurate quantification of transcripts at a high resolution to determine genome-wide expression profiles in organisms under specified conditions [36]. In vivo transcriptome analyses have made it possible to trace the cascades of biological systems that are triggered in response to invaders, and to identify key defence-related functions in plant–nematode interactions [37,38]. Furthermore, comparison between different in vivo transcriptomes has enabled us to assess the fundamental principles of plant resistance against pathogens, as well as the specific effects of the gene expression patterns uniquely induced under each condition [39,40,41].

In this study, we examined the effects of two SA-derived SAR elicitors, acibenzolar-*S*-methyl (ASM) and methyl salicylic acid (MeSA), which effectively inhibited disease symptoms in PWN-infected pine trees. After treatment with these elicitors, the in vivo differentially expressed genes (DEGs) were characterised in *B. xylophilus*-infected pine trees. Compared to control samples that were not treated with elicitors, DEGs reflected both the stressful conditions under highly diseased symptoms and the defence response against nematode infection. A comparative analysis of these in vivo transcriptomes revealed that co-expression patterns among upregulated DEGs constitute major biological systems in pine trees. Furthermore, by performing network analysis based on protein–protein interactions, we validated key functions, including photorespiration and flavonoid biosynthesis, which may play a critical role in the inhibition of, and protection against, PWN. In addition, we conducted functional enrichment analysis of unique expression patterns to elucidate the ASM- and MeSA-specific reactions and outputs that comprise the defence mechanisms of pine trees. Collectively, the findings of this study provide new insights into the positive roles of RISs during PWD development and contribute to enhancing general understanding of the interactions between host pine trees and PWN.

## 2. Materials and Methods

### 2.1. PWN Source

The causal agent of PWD, the PWN *B. xylophilus*, was obtained from the National Institute of Forest Science (NIFoS: Seoul, Korea). *B. xylophilus* was isolated from the infected tissues of red pine (*Pinus densiflora*) and is highly virulent to genus *Pinus* trees [42,43]. For all experiments, PWN was cultured on the hyphae of the fungus *Botrytis cinerea* grown on potato dextrose agar medium (PDA) at 25 °C for 1 week. Cultured PWN was separated from the PDA medium using the Baermann funnel technique [44]. A suspension of PWN in distilled water was adjusted to a concentration of approximately 20,000 nematodes/mL.

### 2.2. Preparation of Chemical Formulations

ASM (>99.4% purity) was kindly supplied by Syngenta Korea (Seoul, Korea). A suspension concentrate-type formulation of ASM was prepared by mixing 5.03% (*w*/*w*) ASM, 2% (*w*/*w*) CR-KSP40M (the mixture of ethoxylated tristyrylphenol phosphate, potassium salt, and propylene glycol) as a wetting and dispersing agent, 10% (*w*/*w*) propylene glycol as an antifreeze agent, 0.1% (*w*/*w*) xanthan gum as a viscosity modifier, 0.1% (*w*/*w*) 1,2-Benzisothiazolin-3-one as a preservative, 0.1% (*w*/*w*) polydimethylsiloxane as a defoamer, and 82.67% (*w*/*w*) water. MeSA (>99.0% purity) was purchased from Tokyo Chemical Industry Co., Ltd. (Tokyo, Japan), an emulsifiable concentrate-type formulation which was prepared by mixing 20% (*w*/*w*) MeSA, 20% (*w*/*w*) propylene glycol mono-methyl ether as a solubilizer, 20% (*w*/*w*) CR-MOC25 (the mixture of ethoxylated castor oil, calcium dodecylbenzenesulfonate, and tristyrylphenol ethoxylates) as an emulsifier, and 40% (*w*/*w*) methylated soybean oil as a diluent.

### 2.3. In Vivo Pine Seedling Assay

For use in in vivo assays, *P. densiflora* seedlings (3 years old) were purchased from Daelim seedling farm (Okcheon, Korea), and maintained under a relative humidity of 70%. ASM and MeSA preparations were dissolved in water at an active concentration of 1600 μg/mL, of which 5 mL was subsequently sprayed onto the pine seedlings, with the treatment being conducted twice at 1-week intervals. Distilled water containing 250 μg/mL Tween 20 was used as an untreated negative control. One week after treatment, the pine seedlings were inoculated with PWN. Briefly, after making a small slit with a surface-sterilised knife, a small piece of absorbent cotton was embedded into the slit, and 100 μL of PWN suspension was pipetted onto the absorbent cotton. The inoculation sites were then covered with the parafilm (Heathrow Scientific, Vernon Hills, IL, USA) to prevent desiccation. Each treatment was replicated four times and each experiment was conducted twice. At 30 days after PWN inoculation, PWD was evaluated with reference to a numerical scale from 0 to 5, where 0 = healthy seedlings with normal green needles; 1 = 1–20% discoloured (brown) needles; 2 = 21–40% brown needles; 3 = 41–60% brown needles; 4 = 61–80% brown needles with bending of the terminal shoots of seedlings; 5 = 81–100% brown needles and wilting of the entire seedling. Disease severity was determined as follows: disease degree = ∑ (number of samples per score × score)/total number of needles. Pine seedlings that were not inoculated with PWN served as the positive controls.

### 2.4. RNA Isolation

*Pinus* tree RNAs for in vivo transcriptome analysis were extracted from samples obtained from plants used in the pine seedling assay. Pine samples were surface sterilised with 70% ethanol and then rinsed with distilled water. Plant RNAs were isolated using a modified hexadecyltrimethylammonium bromide (CTAB) method [45]. One gram of needles was ground in liquid nitrogen and mixed with 15 mL of extraction buffer containing 100 mM Tris-HCl (pH 8), 2% CTAB, 30 mM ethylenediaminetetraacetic acid, 2 M NaCl, 0.05% spermidine, 2% polyvinylpolypyrrolidinone, 2% 2-mercaptoethanol, and 1.5 mg/mL proteinase K. The suspension was incubated at 42 °C for 90 min and then extracted with 15 mL chloroform-isoamyl alcohol (24:1). Total RNAs were precipitated with 10 M LiCl. After washing with 70% ethanol, the RNA pellets were dissolved in diethylpyrocarbonate-treated water, and RNA quality was evaluated using gel electrophoresis and a NanoDrop2000 spectrophotometer (Thermo Scientific, Barrington, IL, USA).

### 2.5. RNA Sequencing

An Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) was used to assess RNA integrity. Total RNAs were converted to cDNA libraries using a TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA). Briefly, 1 μg of total RNAs was enriched for mRNA using oligo-dT coated magnetic beads, fragmented, and reverse transcribed into cDNAs. The cDNA libraries were sequenced using an HiSeq 2000 sequencing platform (Illumina), according to the manufacturer’s instructions, by Macrogen (Seoul, Korea). RNA-seq libraries comprising sequences with 101-bp read lengths were constructed using the paired-end strategy. The quality of raw reads was evaluated using the FastQC tool [46]. All raw sequencing data presented in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database under accession no. GSE154134.

### 2.6. Genome Characterization

The reference genome sequence for loblolly pines from the genus *Pinus* was downloaded from the PineRefSeq database [47], and the gene information used for transcriptome analyses was derived via v2.01 annotation [48]. Genes, exons, and coding sequences were defined in the downloaded GTF file. Duplicate gene information predicted using the annotation tools Augustus, GenomeThreader, and Gmap was filtered using an in-house-developed Python script.

### 2.7. Transcriptome Analysis

Raw reads in the FASTQ format were filtered using the FASTX-Toolkit [49] to remove sequences with low-quality scores (50% of the sequence with a Phred score ≥ 28). An in-house Python script was used to synchronise the forward and reverse directions of the filtered reads. Pre-processed reads were aligned to the reference genome sequence using the Burrows-Wheeler Aligner (BWA) based on the maximal exact matches algorithm [50]. SAMtools was used to convert SAM files containing mapping results to binary format BAM files, and subsequently we sorted these according to genomic positions [51]. Mapped reads per coding sequence in *Pinus* trees were counted using the FeatureCounts module in the Subread package [52]. To quantify gene transcription levels, we determined relative transcript abundance using the reads per kilobase per million mapped reads (RPKM) method [53].

### 2.8. DEG Analysis

Analyses of the ASM- and MeSA-specific DEGs were performed using the DEGseq package in the R statistical environment [54]. In this statistical package, MARS with a random sampling model is widely used to detect and visualise the intensity-dependent ratio of transcriptome data [55]. As input data, we used the RPKM values of each gene, and thereafter examined the effects of the two RISs on genome-wide gene expressions compared with the untreated controls. For multiple testing corrections, *p*-values calculated for each gene were adjusted to false discovery rate (FDR) values using the Benjamini–Hochberg procedure [56]. The criteria set to indicate a significant difference in expression were as follows: |log_2_-fold change| ≥ 1 and FDR < 0.05. The functional characterisation of all DEGs was performed using the BlastKOALA tool, selecting the eukaryotes taxonomy group [57]. On the basis of the identified Kyoto Encyclopedia of Genes and Genomes (KEGG) ortholog groups of each DEG, we constructed BRITE functional hierarchies and KEGG pathways.

### 2.9. Comparative Transcriptome and Functional Enrichment

For a comparative study of the transcriptomes obtained following the ASM and MeSA treatments, we implemented the VennDiagram package in the R environment, which can depict the co-expression and unique groups of upregulated DEGs.

On the basis of the KEGG pathway and gene ontology (GO) terms, we performed functional enrichment analyses to identify the significantly activated systems in the co-expression and unique patterns. KEGG and GO information for all pine genes were obtained from the annotation file of the PineRefSeq database. We assessed the scale of upregulated DEGs for each system, and the hypergeometric distribution was used to identify significantly enriched systems using the phyper function in R [58]. The parameters used in this analysis were as follows: *N*, the number of genes annotated to KEGG and GO information; *n*, the number of DEGs of *N*; *M*, the number of genes annotated to a specific system; *m*, the number of DEGs of *M*. An FDR value ≤ 0.05 was considered to be indicative of a significant difference. To enhance system stability, results with less than five genes were filtered out. Network structures of functional systems of interest were also constructed using the Cytoscape tool [59].

### 2.10. Protein–Protein Interaction Network Analysis

The upregulated DEGs associated with the co-expression patterns derived from comparative transcriptome analysis were used as input data for the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database [60]. STRING v11 contains 24,584,628 proteins from 5090 organisms and facilitates assessments of functional interactions, including all types of direct and indirect associations. For the purpose of this analysis, we selected Tracheophyta, as the higher taxonomic level, as the background source. The minimum required score for each interaction was customised at a confidence criterion of 0.50.

### 2.11. Quantitative Real-Time PCR (qPCR) Analysis

Total RNAs were extracted from the pine samples under the same conditions as the in vivo transcriptome analysis. First-strand cDNA was synthesised by using SuperiorScript™ III cDNA Synthesis Kit (Enzynomics, Daejeon, Korea) with oligo-dT primers in accordance with the manufacturer’s protocol. Several genes belonging to major systems in co-expression patterns were subjected to qPCR with specific primers (Table S1). qPCR analysis was performed with TOPreal™ qPCR 2X PreMix (SYBR Green with low ROX) (Enzynomics) on a Rotor-gene Q (Qiagen, Valencia, CA, USA). Relative expression levels were calculated using the comparative 2^−ΔΔCT^ method with elongation factor (PITA_47202) as the internal control. The qPCR results are shown as the means ± SD of three independent biological replicates.

## 3. Results

### 3.1. Inhibitory Effects of the ASM and MeSA Treatments against PWN Infection

Inhibitory activity under conditions of SAR induction was assessed during the development of PWD. Following the treatment of 3-year-old pine seedlings with either ASM or MeSA, the severity of disease (as ascertained by needle discolouration) caused by *B. xylophilus* was evaluated (Figure 1). On day 30 after treatment, untreated pine seedlings showed an infection rate of 100%, with a disease severity score of 5. In contrast, seedlings treated with RISs showed substantially fewer PWD-related symptoms, with most needles remaining healthy with the absence of brown discolouration, and overall disease severity being scored as 0.75 (an average infection rate of 15%). All seedlings that received no PWN inoculation remained healthy. These results accordingly indicated that ASM- and MeSA-induced SAR were effective in activating defence mechanisms against PWD.

### 3.2. Overview of the In Vivo Transcriptomes in PWN-Infected Pine Trees

After identifying the positive effects of ASM and MeSA with regard to resistance against *B. xylophilus* infection (Figure 1), an in vivo transcriptome analysis of pine trees was performed using RNA-seq technology. SAR was induced in pine seedlings via treatment with ASM and MeSA, and thereafter PWN-infected seedlings were harvested to extract in vivo total RNAs. Pines treated with distilled water containing Tween 20 (untreated sample) were used as negative controls. From a total of nine RNA-seq libraries with three replicates, approximately 294 million paired-end reads were generated, yielding an average of 32 million reads per library (Table 1). 

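Needle RNA of P. densiflora seedlings inoculated with PWN was read in 9 RNA-seq libraries, 3 from seedlings sprayed with ASM, a functional analogue of salicylic acid, 3 from seedlings sprayed with MeSA, the methyl ester of salicylic acid, and 3 from untreated seedlings. Both sprays held 1600 μg/mL. The seedlings called untreated were sprayed with distilled water and a detergent, whereas ASM and MeSA were each formulated with other additives, whose effect was not tested apart. On the first principal component of expression, which held 54.5% of the variance, the 6 treated libraries lay between -98.5 and 34.2 and the 3 untreated libraries between 57.8 and 117. Libraries of 1 treatment differed widely, with a common biological coefficient of variation of 0.535 over all genes, except that ASM replicates 1 and 3 were nearly alike. Their coefficient of variation was 0.0645, against 0.548 between ASM replicates 1 and 2, 0.552 between ASM replicates 2 and 3, and 0.44 to 0.967 over the 35 other pairs of libraries. Counts of genes that edgeR called with ASM over all genes or over a list were therefore also computed with replicates 1 and 3 summed as 1 library, an alternative chosen after the data were seen. Numbers of called genes in threes, marked (ASM), (MeSA) and (untreated), are those without replicates 1, 2 and 3 of that group. Nothing in the paper or the labels says that the replicates came from separate seedlings, so the p-values measure only the spread between these libraries. No library came from seedlings without PWN, and the paper scored disease as severe in untreated and mild in treated seedlings. A difference from untreated can therefore come from the spray or from the disease, and these libraries cannot tell the 2 apart. The authors mapped the reads with BWA to the loblolly pine genome and counted them per coding sequence with featureCounts, and the deposited values are these counts and their RPKM for 45528 genes. Counts summed to 3413662, 4756926 and 4506053 in ASM replicates 1, 2 and 3, to 4457056, 4325404 and 4689531 in the MeSA replicates and to 4529521, 3873571 and 5112088 in the untreated replicates. The paper's Table S2 gives another depth, 23843785 to 30506098 mapped reads per library, of which the counts are 13.8% to 17.6%, and the values reported beside the paper's conclusions use the counts. A group total of 3 counts, taken as the floor for a group in which a gene had 0 counts, equals a CPM (library counts scaled to equal totals) of 0.236, 0.222 and 0.226 in the ASM, MeSA and untreated groups. Differences between groups were tested on the counts with edgeR (TMM normalization, filterByExpr, quasi-likelihood test, 1 fit of all 9 libraries with 6 residual degrees of freedom), which left 11037 genes. A gene was said to rise or fall at a log2 fold change of at least 1 in size and an adjusted p under 0.05, the thresholds of the paper. Gene groups are lists of genes by their description in Table S4, which holds only genes that the study called on these libraries, so that no list is independent evidence of its direction. The number of genes given for a list is that tested in this fit. Every fit and tool tested the list members that passed its own filter, so that a count from another fit or tool can be out of another number of genes.

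**Figure D1:**
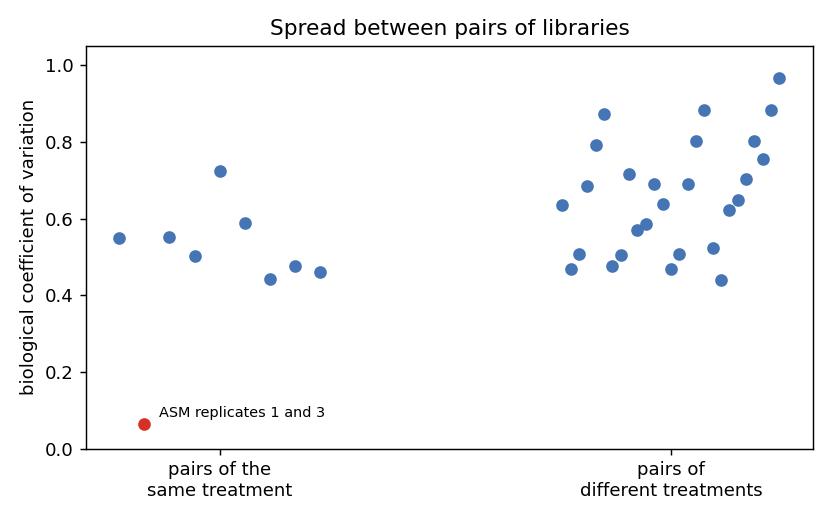
Biological coefficient of variation (vertical axis) of each pair of libraries, 1 point per pair, for pairs of the same treatment and pairs of different treatments. ASM replicates 1 and 3, in red, lie at 0.0645, and the other 35 pairs at 0.44 or above.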

Most reads were of good quality with an average Phred score of 40 (Figure S1). After quality filtering, a total of 288 million reads (98.0%) remained (Table S2). A reference genome sequence for the genus *Pinus* was previously reported by Zimin et al. [48], the 22,103,635,615-bp assembly of which has a GC content of 34.8% and 47,602 computationally predicted genes, among which, 45,528 are non-redundant genes (Table S3). The filtered reads were mapped onto the reference genome sequences using BWA tool [50], with an average of 89.2% (ranging from 23,843,785 to 30,506,098) of all reads being successfully mapped (Table S2).

### 3.3. Genes Induced by PWN Infection under SAR Induction

During the course of PWD development in pine trees, changes in genome-wide gene expressions in response to treatment with RISs were investigated. The 45,528 non-redundant genes were analysed by applying |log_2_-fold change (RIS sample/untreated sample)| ≥ 1 and FDR < 0.05 as cut-off criteria (Figure 2a,b). In scatter plots and M (log ratio) against A (mean average) scales (MA-plots), each point represents a single pine gene. We compared the expression level of each gene in the untreated sample with that in ASM and MeSA treatment samples. In the MA-plots, red points indicated candidates that have an FDR value < 0.05. All DEGs in each of the two RIS treatments are listed in Table S4. In response to ASM treatment, 1915 genes were differentially expressed during PWN infection (Figure 2c and Table S4), among which, 1091 (57.0%) were upregulated and 824 (43.0%) were downregulated, whereas in seedlings treated with MeSA, there were 1139 (60.6%) upregulated and 742 (39.4%) downregulated DEGs (Figure 2c and Table S4). 

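Genes that differed between ASM-treated and untreated seedlings included genes of transport, resin and defence. Pleiotropic drug resistance genes encode ABC transporters that carry defence compounds and toxins out of cells, and 26 of 33 tested rose with ASM while 2 fell (28 and 4 adjusted over the list alone). PITA_23870, the member nearest to the median, rose from 24.7 ± 4.40 CPM (SD, n = 3 libraries) to 956 ± 163 CPM (SD, n = 3; log2 fold change 5.27, standard error 1.02, adjusted p = 0.0398 in edgeR's quasi-likelihood test). PITA_34648, of the same family, had 34, 44 and 38 counts with ASM and 0 in every untreated library, at least 41.0-fold higher against the floor of 3 counts over the group (adjusted p = 0.0289 in edgeR). Of 22 terpene synthases, which make the terpenes of resin, 5 rose and 0 fell (17 and 0 adjusted over the list alone). PITA_23313 had 351, 109 and 487 counts with ASM against 6, 0 and 1 untreated (log2 fold change 7.21, standard error 1.43, adjusted p = 0.0411 in edgeR), and PITA_06748, also a terpene synthase, a log2 fold change of 7.13 (standard error 1.50, adjusted p = 0.0433 in edgeR). Lipoxygenases, which oxidize fatty acids at the start of jasmonate synthesis, went both ways, with 6 of 37 higher and 5 lower (8 and 20 adjusted over the list alone). PITA_23576 rose from 1.03 ± 0.972 to 150.4 ± 58.7 CPM (SD, n = 3; log2 fold change 7.14, standard error 1.34, adjusted p = 0.0375 in edgeR), whereas PITA_02246 had 1, 1 and 1 counts with ASM and 316, 470 and 143 untreated (adjusted p = 0.048 in edgeR). Thaumatin-like proteins, the pathogenesis-related family 5, fell in 12 of 45 genes and rose in 0 (40 and 1 adjusted over the list alone). PITA_27597 fell from 949 ± 664 to 3.80 ± 0.177 CPM (SD, n = 3; log2 fold change -7.96, standard error 1.02, adjusted p = 0.0218 in edgeR), and PITA_00495 had a log2 fold change of -8.02 (standard error 1.79, adjusted p = 0.0495 in edgeR). Outside these families, PITA_03804, described as indole-3-acetate O-methyltransferase, had 470, 232 and 614 counts with ASM and 0, 2 and 0 untreated (adjusted p = 0.0172 in edgeR). PITA_38369, a LOB domain protein, had 63, 65 and 120 counts with ASM and 0, 0 and 1 untreated (adjusted p = 0.0302 in edgeR). PITA_21734 and PITA_25228, glycosyl hydrolases of family 1, had 0 counts in every ASM library and were at least 181-fold and 158-fold lower (adjusted p = 0.0286 and 0.0309 in edgeR). PITA_14672, a GMC oxidoreductase, fell from 467 ± 303 to 0.918 ± 0.749 CPM (SD, n = 3; log2 fold change -8.86, standard error 1.80, adjusted p = 0.0417 in edgeR), and PITA_33198, an auxin-induced protein, had a log2 fold change of -8.67 (standard error 1.21, adjusted p = 0.0274 in edgeR). The lists hold only genes that the study called on these libraries and are not independent evidence. Genes that fell with ASM may have been repressed by the spray or raised by disease in the untreated seedlings, and the same holds in reverse for genes that rose. Without uninoculated libraries this cannot be told apart. Copies more than 97% identical in protein may share reads, which covers 18 of the 33 drug transporters, 14 of the 22 terpene synthases and 33 of the 45 thaumatin-like genes. The number of drug transporters that rose was 0, 26 and 0 without ASM replicates 1, 2 and 3 in turn, 28, 23 and 28 without the MeSA replicates and 2, 0 and 0 without the untreated replicates, and 0 with ASM replicates 1 and 3 summed. Adjusted over the list alone it was 28 in each of these fits. With all genes adjusted together, the terpene synthases that rose were 0, 16 and 0 (ASM), 8, 1 and 12 (MeSA) and 0, 0 and 0 (untreated) in the same order, the lipoxygenases 0, 6 and 0 (ASM), 7, 4 and 6 (MeSA) and 0, 0 and 0 (untreated), the lipoxygenases that fell 0, 2 and 0 (ASM), 20, 5 and 15 (MeSA) and 0, 0 and 0 (untreated), and the thaumatin-like genes that fell 0, 5 and 0 (ASM), 31, 1 and 32 (MeSA) and 1, 1 and 0 (untreated), each 0 with the 2 libraries summed, where 22 to 26 terpene synthases were tested without 1 library and 23 with the 2 summed. Adjusted over each list alone with the 2 libraries summed, 17 terpene synthases and 7 lipoxygenases were higher and 20 lipoxygenases and 31 thaumatin-like genes lower, and leaving out untreated replicate 1 gave 17 lipoxygenases higher.

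**Figure D2:**
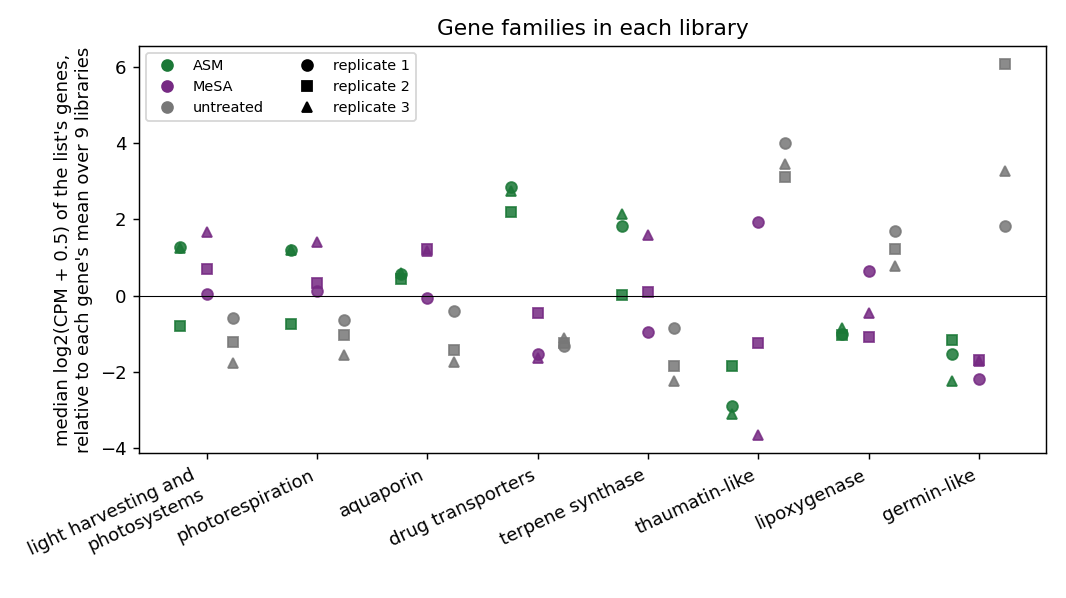
Median log2(CPM + 0.5) of the genes of 8 lists in each of the 9 libraries, relative to each gene's mean over the libraries. The drug transporters lie at 2.18 to 2.86 in the 3 ASM libraries and at -0.46 or below in the other 6, and the thaumatin-like genes lie at 3.12 to 4.01 in the untreated libraries and at 1.92 or below in the others. The 2 drug transporters lower with ASM over all genes were 0, 2 and 0 (ASM), 2, 2 and 2 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. The 4 drug transporters lower with ASM over the list alone were 3, 5 and 3 (ASM), 4, 5 and 5 (MeSA) and 4, 4 and 2 (untreated), and 3 with ASM replicates 1 and 3 summed.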

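Over all 11037 genes, 182 rose and 215 fell with ASM, and 2 rose and 9 fell with MeSA, at a log2 fold change of at least 1 in size and an adjusted p under 0.05 from edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 2997 genes (27.2%) differed with ASM and 2911 (26.4%) with MeSA. DESeq2, on the same counts, called 815 higher and 863 lower with ASM and 780 higher and 749 lower with MeSA, and limma-voom 122, 148, 40 and 105. In simulated counts (5 sets with 200 changed genes each), edgeR recovered 17.2% of 4-fold and 62.0% of 16-fold changes with 1.52% of its calls false, and DESeq2 51.6% and 86.4% with 29% false. In the simulated MeSA comparison, where no gene was changed, edgeR called at most 0 genes and DESeq2 at most 28. These shares depend on how many genes change, and far more genes may differ in the real counts. They do not carry over to the real calls. The simulated counts were also drawn from the genes, means and spread of the edgeR fit, which can favour edgeR over DESeq2. The numbers for ASM depend on single libraries: 1, 568 and 1 genes rose and 0, 511 and 0 fell without ASM replicates 1, 2 and 3, 253, 120 and 332 rose and 387, 116 and 448 fell without MeSA replicates 1, 2 and 3, and 13, 8 and 1 rose and 18, 15 and 0 fell without untreated replicates 1, 2 and 3. For MeSA the same fits gave 0, 118 and 0 higher and 0, 148 and 0 lower, then 139, 0 and 0 higher and 223, 0 and 3 lower, then 1, 32 and 0 higher and 2, 70 and 0 lower. With ASM replicates 1 and 3 summed as 1 library, the gene that rose with ASM was PITA_16431, 0 fell, and 0 rose or fell with MeSA, with 1995 and 2704 of 11700 genes at an unadjusted p under 0.05.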

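Sugar carrier proteins, which move hexoses into cells, were among the genes higher with ASM: PITA_02745 rose from 6.52 ± 0.738 CPM (SD, n = 3 libraries) untreated to 56.4 ± 4.70 CPM with ASM (log2 fold change 3.11, standard error 0.33, adjusted p = 0.0172 in edgeR), and PITA_15709 had a log2 fold change of 2.94 (standard error 0.36, adjusted p = 0.0181 in edgeR). PITA_04507, a galactinol synthase that starts the synthesis of raffinose sugars, rose from 60.4 ± 25.3 to 959 ± 667 CPM (SD, n = 3; log2 fold change 3.99, standard error 0.75, adjusted p = 0.0382 in edgeR). PITA_25121, described as a desiccation-related protein, had 1, 1 and 1 counts with ASM and 572, 113 and 247 untreated (adjusted p = 0.0417 in edgeR), and the sugar transporter PITA_01433 fell with ASM (log2 fold change -2.49, standard error 0.47, adjusted p = 0.0368 in edgeR). Of 30 sugar transport genes, 3 rose and 5 fell with ASM (11 and 6 adjusted over the list alone), and of 30 dehydration genes, 3 rose and 2 fell (8 and 6 adjusted over the list alone). At an unadjusted p under 0.05 in edgeR, 1551 genes were higher and 1446 lower with ASM, and 1499 were higher and 1412 lower with MeSA, while past both thresholds 182 rose and 215 fell with ASM and 2 and 9 with MeSA. By the MARS formula 1044 were higher and 798 lower with ASM and 1104 and 728 with MeSA on summed RPKM, a setting chosen after the data were seen, and 2883 and 2077 and 3119 and 2174 on summed counts, whereas limma on log2(RPKM + 0.5) gave 303 and 439 and 126 and 267. Every ASM library lay above every untreated library in 2010 genes and below in 2072, together 37.0% of those tested, and for MeSA in 1638 and 1900, together 32.1%, where chance gives 10%, or 20% for ASM if its replicates 1 and 3 are 1 sample. The lists rest on the study's own calls on these libraries and are not independent evidence, and the list counts over all genes from edgeR were 0 without ASM replicate 1, ASM replicate 3 or untreated replicate 3. Without ASM replicate 2 and MeSA replicates 1, 2 and 3, the sugar transport genes that rose were 3, 4, 3 and 8 and those that fell 8, 6, 3 and 6, and the dehydration genes that rose 4, 5, 4 and 5 and those that fell 2, 3, 2 and 3. Without untreated replicates 1 and 2, 2 and 2 sugar transport genes rose, 0 and 0 fell, and 0 dehydration genes rose or fell. Adjusted over the list alone, the 11 sugar transport genes higher with ASM were 5, 6 and 7 (ASM), 10, 11 and 11 (MeSA) and 8, 9 and 5 (untreated) without 1 library of each group in turn and the 6 lower 6, 10 and 6 (ASM), 6, 6 and 6 (MeSA) and 6, 6 and 6 (untreated), the 8 dehydration genes higher 3, 8 and 3 (ASM), 10, 9 and 10 (MeSA) and 7, 3 and 3 (untreated), and the 6 lower 2, 4 and 2 (ASM), 4, 5 and 6 (MeSA) and 5, 6 and 3 (untreated). With ASM replicates 1 and 3 summed these were 5, 6, 3 and 2, and 0 over all genes.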

Since the major physiological activity would have been inactivated in the stressful conditions of the untreated samples, it seems that a relatively large number of genes were distributed with upregulation changes.

It was confirmed that the DEGs induced by the two RISs are distributed in the same major functional hierarchies, although the orders differed. In the donut charts depicted in Figure 2c, the outer rings show the top five functional categories and their respective proportions. DEGs encoding carbohydrate metabolism comprised the largest functional category in both ASM (123 genes, 16.0%) and MeSA (131 genes, 17.6%) treatments. Other major categories included are as follows: biosynthesis of other secondary metabolites (85 and 66 genes in the ASM and MeSA treatments, respectively); lipid metabolism (67 and 53 genes); protein families: genetic information processing (65 and 61 genes); protein families: signalling and cellular processes (58 and 70 genes). These findings revealed that the genetic elements in the pine genome induced by the two RISs for defence against PWN tend to be quantitatively and functionally similar.

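Thioredoxin reductase PITA_16340, an enzyme that keeps thioredoxin reduced, fell from 426 ± 70.1 CPM (SD, n = 3 libraries) untreated to 10.5 ± 1.84 with ASM and 25.8 ± 16.2 with MeSA (log2 fold change -5.34, standard error 0.51, adjusted p = 0.0146 in edgeR for ASM). With MeSA its log2 fold change was -4.05 (standard error 0.48, adjusted p = 0.04 in edgeR). Pathogenesis-related proteins of the Bet v I type and their relatives fell in 4 of 9 tested genes with ASM and rose in 0 (7 and 0 adjusted over the list alone). PITA_41228 of this list had 2, 0 and 2 counts with ASM, 5, 1 and 2 with MeSA and 112, 46 and 37 untreated (log2 fold change -5.35, standard error 0.93, adjusted p = 0.0302 in edgeR for ASM). With MeSA 0 of the 9 passed over all genes, and 7 were lower and 2 higher adjusted over the list alone. Lower were 7 at an unadjusted p under 0.05, 7 with DESeq2, 0 with limma-voom and 6 with limma on log2(RPKM + 0.5). Higher were 2, 2, 0 and 0 in the same order. The MARS formula on group-mean RPKM gave 7 lower and 2 higher. Germin-like proteins, secreted proteins linked to defence, fell in 4 of 9 tested genes, out of 24 in the list, with ASM (8 lower and 1 higher adjusted over the list alone) and in 0 with MeSA (7 at an unadjusted p under 0.05, 19 of 23 tested with DESeq2, 0 of 9 with limma-voom, 6 of 18 with limma on log2(RPKM + 0.5) and 8 of 16 by the MARS formula on group-mean RPKM), where 7 were lower and 1 higher adjusted over the list alone. PITA_38046 had 0, 5 and 0 counts with ASM, 1, 2 and 0 with MeSA and 100, 1238 and 243 untreated (log2 fold change -8.33, standard error 1.51, adjusted p = 0.0348 in edgeR for ASM). Aquaporins, channels for water, rose in 3 of 34 genes with ASM (17 higher and 1 lower adjusted over the list alone) and in 0 with MeSA (26 at an unadjusted p under 0.05, 18 with DESeq2, 0 with limma-voom, 5 with limma on log2(RPKM + 0.5) and 9 by the MARS formula on group-mean RPKM; 22 higher and 1 lower adjusted over the list alone). PITA_08186 rose with ASM (log2 fold change 2.30, standard error 0.44, adjusted p = 0.0382 in edgeR), and PITA_10228 had a log2 fold change of 2.04 with ASM (standard error 0.44, adjusted p = 0.0449 in edgeR) and of 1.90 with MeSA (standard error 0.43, adjusted p = 0.0644 in edgeR). In the direct comparison of ASM with MeSA, 0 genes of these 3 lists passed in edgeR, with 2 pathogenesis-related and 1 germin-like gene at an unadjusted p under 0.05 and 0 by DESeq2, limma-voom or limma on log2(RPKM + 0.5), and 1 by the MARS formula. The 3 lists hold genes that the study called on these libraries, which is not independent evidence. Whether the sprays or the heavier disease of untreated seedlings set these levels cannot be told apart without uninoculated libraries. With ASM replicates 1 and 3 summed, 6 of 9 pathogenesis-related and 12 of 13 germin-like genes tested in that fit were lower and 6 of 36 aquaporins higher with ASM, adjusted over the list alone. Over all genes, the pathogenesis-related genes that fell with ASM numbered 0, 3 and 0 without ASM replicates 1, 2 and 3, 4, 2 and 5 without the MeSA replicates and 0, 0 and 0 without the untreated replicates, the germin-like genes 0, 5 and 0 (ASM), 6, 1 and 6 (MeSA) and 1, 0 and 0 (untreated), and the aquaporins that rose 0, 4 and 0 (ASM), 4, 4 and 5 (MeSA) and 0, 0 and 0 (untreated). The aquaporins higher with ASM over the list alone were 5, 10 and 5 when ASM replicates 1, 2 and 3 were left out in turn, 20, 15 and 14 for the MeSA replicates and 27, 8 and 0 for the untreated replicates, those higher with MeSA 17, 23 and 16 (ASM), 30, 5 and 16 (MeSA) and 28, 9 and 0 (untreated), and germin-like genes lower with ASM 12, 12 and 11 (ASM), 12, 12 and 12 (MeSA) and 12, 8 and 8 (untreated), out of 13 tested genes in each of these fits but the last 2, which tested 9. The 7 germin-like genes lower with MeSA over the list alone were 11, 11 and 11 (ASM), 11, 10 and 11 (MeSA) and 11, 7 and 7 (untreated). The 1 aquaporin lower with ASM over the list alone was 0, 1 and 0 (ASM), 1, 1 and 0 (MeSA) and 2, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. The 1 aquaporin lower with MeSA over the list alone was 0, 1 and 0 (ASM), 0, 0 and 0 (MeSA) and 1, 0 and 0 (untreated). Over all genes with MeSA, the pathogenesis-related genes that fell were 0, 4 and 0 (ASM), 4, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). For germin-like genes this was 0, 4 and 0 (ASM), 1, 0 and 0 (MeSA) and 0, 2 and 0 (untreated). Aquaporins that rose with MeSA were 0, 0 and 0 (ASM), 7, 0 and 0 (MeSA) and 0, 0 and 0 (untreated).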

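Of the 182 genes that rose with ASM, 163 had a log2 fold change above 0 with MeSA and 129 were at least 2-fold higher, with a median of 1.53. All 215 that fell with ASM had a log2 fold change below 0 with MeSA and 199 were at least 2-fold lower, with a median of -2.89. Genes picked for a difference from the untreated libraries lean the same way in a second comparison with those libraries. This was measured in 20 simulated data sets without an effect of treatment, a comparison added after the data were seen. Of the 182 genes of lowest p among those at least 2-fold higher with ASM, 168 on average (162 to 175) had a log2 fold change above 0 with MeSA and 95.2 (81 to 106) were at least 2-fold higher. Of the 215 such genes lower with ASM, 180 (165 to 193) were below 0 and 67.0 (57 to 79) at least 2-fold lower. The 163 genes above 0 thus lie within the simulated values, and the 129, 215 and 199 lie above them. In these sets every gene and every library varied independently, whereas ASM replicates 1 and 3 were nearly alike. Variation shared by many genes can widen these ranges, so values above them do not show a shared effect of treatment. The direct comparison of ASM with MeSA had an unadjusted p under 0.05 in edgeR for 81 of the 182 and 51 of the 215. Both comparisons share the untreated libraries, which makes their values alike without any effect of treatment. The log2 fold changes of the 11037 genes with ASM and with MeSA had a Pearson correlation across genes, which are not independent replicates, of 0.787. In 20 simulated data sets without an effect of treatment and with shared untreated libraries it was 0.497 on average (0.476 to 0.521), and the covariance was 1.84 against 0.283. The sign was the same in 82.6% of the genes against 66.6%. The limit of independently varying genes holds for these simulated values too.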

### 3.4. Common Systems Activated by the RISs for Response to PWN Infection

To examine the characteristics of the SAR (induced by the ASM and MeSA treatments) with respect to defence mechanisms, upregulated DEGs were assessed and a comparative transcriptome map consisting of co-expression and unique expression patterns was constructed. The majority (650 genes) of upregulated DEGs were observed to be commonly expressed in response to both ASM (59.6% of the total) and MeSA (57.1%) treatments (Figure 3a). In addition, 441 and 489 genes were found to be uniquely expressed in response to the ASM and MeSA treatments, respectively (Figure 3a). 

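Higher with both treatments were PITA_30750, described as a transporter, and PITA_42502, a receptor-like protein kinase. PITA_30750 went from 25.6 ± 4.15 CPM (SD, n = 3 libraries) untreated to 238 ± 37.0 with ASM and 124 ± 41.1 with MeSA (log2 fold changes 3.21 and 2.27, adjusted p = 0.0146 and 0.0484 in edgeR). PITA_42502 went from 34.5 ± 7.11 to 165 ± 37.4 and 234 ± 69.5 CPM (SD, n = 3; log2 fold changes 2.26 and 2.76, adjusted p = 0.0253 and 0.0388 in edgeR). Lower with both were 8 genes. They include pyruvate kinase PITA_29016, the last enzyme of glycolysis (log2 fold change -2.30 with MeSA, standard error 0.26, adjusted p = 0.0388 in edgeR), the 2-oxoglutarate-dependent oxygenase PITA_20378 (-2.93, standard error 0.38, adjusted p = 0.0484 in edgeR) and the drug transporters PITA_32964 (-3.72, standard error 0.49, adjusted p = 0.0484 in edgeR) and PITA_32965 (-3.45, standard error 0.46, adjusted p = 0.0488 in edgeR). With ASM these 4 had log2 fold changes of -2.32, -2.35, -2.74 and -2.68. The sugar transporter PITA_02047 had 0 counts in every MeSA library, at least 89.7-fold lower (adjusted p = 0.0369 in edgeR), and a log2 fold change of -4.62 with ASM (standard error 0.45, adjusted p = 0.0181 in edgeR). The glycosyl hydrolases PITA_28603 and PITA_41735 had 88, 231 and 371 and 90, 219 and 311 counts untreated and together 2 in the ASM and 2 in the MeSA libraries, and PITA_16340 is the eighth gene. DESeq2 called 397 genes higher and 472 lower with both. How many would be shared without an effect, given the shared untreated libraries, was not computed for DESeq2. Without ASM replicates 1, 2 and 3 in turn, edgeR called 0, 97 and 0 genes higher and 0, 118 and 0 lower with both, without the MeSA replicates 74, 0 and 0 higher and 184, 0 and 3 lower, and without the untreated replicates 1, 4 and 0 higher and 2, 9 and 0 lower. With ASM replicates 1 and 3 summed it called 0 of each.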

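PITA_16431, a gene without a description that was chosen after its values were seen, was higher with ASM than with MeSA. It had 28.2 ± 1.52 CPM with ASM (SD, n = 3 libraries), 1.41 ± 0.285 with MeSA and 0.383 ± 0.150 untreated (log2 difference between ASM and MeSA 4.30, standard error 0.37, adjusted p = 0.0147 in edgeR). The call ended with ASM replicates 1 and 3 summed (log2 difference 4.28, adjusted p = 0.147 in edgeR). It also ended with replicate number as a block, with only the 2 compared groups in the fit and at an adjusted p under 0.01. Leaving out ASM replicate 1 or 3, any 1 of the MeSA replicates or untreated replicate 3 ended it as well. The pleiotropic drug resistance transporters had the widest gap between the treatments. With MeSA 0 of 33 rose (2 at an unadjusted p under 0.05, 1 with DESeq2, 1 with limma-voom, 1 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM) and PITA_32964 and PITA_32965 fell, and adjusted over the list alone 1 was higher and 3 lower. In the direct comparison 27 were higher with ASM than with MeSA and 0 lower adjusted over the list alone. Adjusted over all genes, 0 of the 33 passed that comparison in edgeR (27 at an unadjusted p under 0.05, 25 with DESeq2, 1 with limma-voom, 26 with limma on log2(RPKM + 0.5) and 8 by the MARS formula on group-mean RPKM). PITA_19439 of this family had 29.2 ± 7.51 CPM with ASM, 0.759 ± 1.13 with MeSA and 0.729 ± 0.524 untreated (SD, n = 3). Terpene synthases were not called with MeSA over all genes or over the list alone (8 at an unadjusted p under 0.05, 7 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM), and adjusted over the list alone 8 of 22 were higher with ASM than with MeSA (over all genes 0, with 9 at an unadjusted p under 0.05, 9 with DESeq2, 0 with limma-voom, 3 with limma on log2(RPKM + 0.5) and 4 by the MARS formula on group-mean RPKM). Heat shock proteins, chaperones of protein folding, gave 1 gene higher with ASM, PITA_46538 (log2 fold change 1.20, standard error 0.26, adjusted p = 0.0478 in edgeR), and 0 lower with MeSA over all genes (22 at an unadjusted p under 0.05, 15 with DESeq2, 0 with limma-voom, 1 with limma on log2(RPKM + 0.5) and 13 by the MARS formula on group-mean RPKM). Adjusted over the list alone, 4 of 35 were higher with ASM, 15 lower with MeSA and 14 higher with ASM than with MeSA. Over all genes 0 of the 35 passed the direct comparison. Higher with ASM were 19 at an unadjusted p under 0.05, 8 with DESeq2, 0 with limma-voom and 2 with limma on log2(RPKM + 0.5). Lower were 1, 0, 0 and 0 in the same order. The MARS formula on group-mean RPKM gave 19 higher and 0 lower. PITA_31567, the heat shock gene nearest to the median with MeSA, had a log2 fold change of -1.58 (standard error 0.34, adjusted p = 0.062 in edgeR). Thaumatin-like genes gave 0 lower with MeSA (24 at an unadjusted p under 0.05, 18 with DESeq2, 1 with limma-voom, 2 with limma on log2(RPKM + 0.5) and 32 by the MARS formula on group-mean RPKM) and 0 adjusted over the list alone, and lipoxygenases 0 higher or lower either way, with 6 higher and 12 lower at an unadjusted p under 0.05, 5 and 5 with DESeq2, 1 and 0 with limma-voom, 1 and 3 with limma on log2(RPKM + 0.5) and 1 and 8 by the MARS formula. Adjusted over the list alone, 1 thaumatin-like gene was lower and 1 lipoxygenase higher with ASM than with MeSA. Over all genes, 1 of the 182 genes that rose with ASM also passed the direct comparison in edgeR, PITA_16431, and 843 genes (7.64%) had an unadjusted p under 0.05, 404 higher and 439 lower with ASM. DESeq2 called 111 higher and 65 lower with ASM than with MeSA, and 75 and 26 of the genes higher with ASM alone and MeSA alone. The receptor-like kinase PITA_27694 fell with MeSA (log2 fold change -1.59, standard error 0.21, adjusted p = 0.0484 in edgeR) and was not called with ASM, and its log2 difference between ASM and MeSA was 1.12 (adjusted p = 0.184 in edgeR). The lists are the study's own calls on these libraries and not independent evidence. The 27 drug transporters were 28, 27 and 27 when ASM replicates 1, 2 and 3 were left out in turn, 27, 26 and 27 for the MeSA replicates and 27, 27 and 27 for the untreated replicates, the 14 heat shock genes 8, 18 and 7 (ASM), 10, 11 and 8 (MeSA) and 9, 14 and 11 (untreated), and the 8 terpene synthases 5, 9 and 5 (ASM), 9, 4 and 9 (MeSA) and 10, 11 and 13 (untreated), and with ASM replicates 1 and 3 summed 28, 8 and 5, where 37 to 41 heat shock genes and 22 to 26 terpene synthases were tested without 1 library and 40 and 23 with the 2 summed. Without MeSA replicate 1, 38 thaumatin-like genes and 20 lipoxygenases were lower and 8 lipoxygenases and 7 terpene synthases higher with MeSA, and without MeSA replicate 3, 31 thaumatin-like genes were lower with ASM than with MeSA, all adjusted over the list alone. The 15 heat shock genes lower with MeSA were 7, 21 and 7 (ASM), 15, 0 and 0 (MeSA) and 0, 13 and 0 (untreated) in these fits and the 4 higher with ASM 0, 3 and 0 (ASM), 0, 3 and 4 (MeSA) and 0, 0 and 1 (untreated). Over all genes, those higher with ASM than with MeSA in edgeR numbered 0, 4 and 0 without the ASM replicates, 0, 0 and 0 without the MeSA replicates and 1, 2 and 0 without the untreated replicates. The 1 heat shock gene higher with ASM over all genes was 0, 2 and 0 (ASM), 0, 0 and 3 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. The 2 drug transporters lower with MeSA over all genes were 0, 2 and 0 (ASM), 2, 0 and 0 (MeSA) and 0, 2 and 0 (untreated). The 1 thaumatin-like gene lower with ASM than with MeSA over the list alone was 0, 0 and 0 (ASM), 1, 1 and 31 (MeSA) and 1, 1 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. Lipoxygenases higher with MeSA over the list alone were 0, 0 and 0 (ASM), 8, 0 and 0 (MeSA) and 12, 1 and 1 (untreated), and those lower 0, 0 and 0 (ASM), 20, 0 and 0 (MeSA) and 3, 0 and 0 (untreated). Over all genes with MeSA, thaumatin-like genes that fell were 0, 0 and 0 (ASM), 18, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). For lipoxygenases this was 0, 0 and 0 (ASM), 13, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). Terpene synthases higher with MeSA over the list alone were 0, 3 and 0 (ASM), 7, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). The lipoxygenase higher with ASM than with MeSA was 1, 1 and 1 (ASM), 3, 1 and 1 (MeSA) and 1, 1 and 1 (untreated), and 1 with ASM replicates 1 and 3 summed.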

On the basis of BRITE hierarchy analysis, it was found that genes showing co-expression patterns are associated with major biological functions involved in metabolic and signalling processes in pine trees (Figure S2). In contrast, among the DEGs showing a unique expression pattern, the unclassified metabolism category, the molecular relationships of which are unknown [57], accounted for a relatively higher distribution (9.5% and 12.1% following the ASM and MeSA treatments, respectively) than in DEGs showing co-expression patterns. The high proportion and clear function of DEGs showing co-expression patterns under both SAR conditions are indicative of a tendency towards a fundamental defence strategy against PWN infection.

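Seen together, seedlings treated with either substance had flavonol synthases above and thioredoxin reductase below untreated seedlings. In a fit of 5 treated libraries, with ASM replicates 1 and 3 summed as 1, against the 3 untreated libraries, PITA_24698 had a log2 fold change of 3.76 (standard error 0.54, adjusted p = 0.0233 in edgeR), PITA_38015 of 4.26 (standard error 0.85, adjusted p = 0.0451 in edgeR) and PITA_16340 of -4.44 (standard error 0.54, adjusted p = 0.017 in edgeR). In that fit germin-like genes fell in 7 of 9, Bet v I and other pathogenesis-related genes in 6 of 9, jasmonate genes in 5 of 24 and glucanases in 6 of 35, and adjusted over the list alone 7, 7, 8 and 9 were lower and 1, 2, 0 and 3 higher. Aquaporins rose in 3 of 34 genes (22 higher and 1 lower over the list alone), and sugar transport genes rose in 3 and fell in 4 of 30 (4 and 7 over the list alone). Photosynthesis genes of light harvesting gave 0 of 18 and photorespiration genes 0 of 20 over all genes in edgeR, and adjusted over the list alone 15 of each were higher. All these lists come from the study's own calls on these libraries, so they are not independent evidence. Of 10785 genes tested in this fit, 86 rose and 219 fell, 2946 had an unadjusted p under 0.05, and 71 of the 86 and 148 of the 219 were also called with ASM alone. The total of 305 genes was 11 without ASM replicates 1 and 3, 349 without ASM replicate 2, 541, 3 and 158 without MeSA replicates 1, 2 and 3, and 27, 141 and 0 without untreated replicates 1, 2 and 3. The fit was added after the data were seen. From the high share of upregulated genes found with both substances and from their clear functions in metabolism and signalling, the paper proposes that both forms of SAR tend towards a fundamental strategy of defence against PWN.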

In the further analysis of the two in vivo transcriptomes, DEGs were functionally analysed with reference to the KEGG pathway database, and 161 and 139 pathways in KEGG were assigned to upregulated DEGs in ASM and MeSA treatments, respectively. In line with expectations, DEGs showing co-expression patterns were found to be associated with a wide range of metabolic pathways, among which, 11 pathways were significantly enriched with hypergeometric distribution (FDR value < 0.05) (Figure 3b). Photosynthesis-antenna proteins (ko00196, 6 genes), porphyrin and chlorophyll metabolism (ko00860, 14 genes), glyoxylate and dicarboxylate metabolism (ko00630, 13 genes), carbon fixation in photosynthetic organisms (ko00710, 11 genes), and glycine, serine, and threonine metabolism (ko00260, 12 genes) were the major common pathways activated by ASM and MeSA treatments. In addition, the following secondary metabolite-related pathways were found to be highly enriched: metabolism of xenobiotics by cytochrome P450 (ko00980, 14 genes); drug metabolism-cytochrome P450 (ko00982, 14 genes); stilbenoid, diarylheptanoid, and gingerol biosynthesis (ko00945, 6 genes); flavonoid biosynthesis (ko00941, 11 genes).

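Genes of the photosynthetic apparatus were higher on average in treated than in untreated seedlings. The light harvesting and photosystem list, which holds the chlorophyll-binding antenna proteins, had a median log2 fold change of 1.99 with ASM and 2.12 with MeSA, and all 18 genes were above 0 with each. PITA_35222, a chlorophyll A-B binding protein near the median, had 284 ± 191 CPM with ASM, 301 ± 207 with MeSA and 73.4 ± 32.6 untreated (SD, n = 3 libraries; log2 fold changes 1.95 and 2.03, adjusted p = 0.139 and 0.137 in edgeR). Chlorophyll synthesis genes had medians of 1.99 and 1.84, with PITA_19001, a protochlorophyllide reductase that makes chlorophyllide in the light, at 1.99 with ASM (standard error 0.57, adjusted p = 0.0778 in edgeR). Calvin cycle genes had medians of 1.81 and 1.33, with transketolase PITA_32945 at 1.33 with MeSA (standard error 0.49, adjusted p = 0.139 in edgeR), but the phosphoglycerate kinases PITA_29882 and PITA_43461 fell with ASM (log2 fold changes -3.14 and -3.04, adjusted p = 0.0345 and 0.0311 in edgeR). With all genes adjusted together, edgeR called 0 light harvesting genes with ASM (16 at an unadjusted p under 0.05, 14 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 13 by the MARS formula on group-mean RPKM) and 0 with MeSA (15 at an unadjusted p under 0.05, 13 with DESeq2, 0 with limma-voom, 1 with limma on log2(RPKM + 0.5) and 13 by the MARS formula on group-mean RPKM). It called 0 of 15 chlorophyll synthesis genes with ASM and 0 with MeSA. With ASM, 11 were higher at an unadjusted p under 0.05, 10 with DESeq2, 0 with limma-voom and 0 with limma on log2(RPKM + 0.5). Lower were 2, 1, 0 and 0 in the same order. With MeSA, 11, 8, 0 and 0 were higher and 2, 2, 0 and 1 lower in that order. The MARS formula on group-mean RPKM gave 11 higher and 0 lower with each treatment. Of 19 Calvin cycle genes edgeR called 0 higher and 3 lower with ASM and 0 with MeSA, with 9 and 7 higher at an unadjusted p under 0.05, 5 and 2 with DESeq2, 0 and 0 with limma-voom, 0 and 1 with limma on log2(RPKM + 0.5) and 10 and 9 by the MARS formula. Lower were 3 and 4 at an unadjusted p under 0.05, 3 and 3 with DESeq2, 1 and 1 with limma-voom, 3 and 3 with limma on log2(RPKM + 0.5) and 3 and 3 by the MARS formula. With the adjustment limited to each list, 16 light harvesting genes were higher with ASM and 15 with MeSA, 10 and 9 chlorophyll synthesis genes were higher and 1 and 2 lower, and 4 and 2 Calvin cycle genes were higher and 3 and 3 lower. The study picked these genes on these libraries, so the direction is not independent evidence. The 16 light harvesting genes were 0, 16 and 0 when ASM replicates 1, 2 and 3 were left out in turn, 16, 16 and 16 for the MeSA replicates and 16, 3 and 0 for the untreated replicates, the 15 became 8, 17 and 8 (ASM), 16, 11 and 3 (MeSA) and 15, 4 and 1 (untreated), the 10 chlorophyll synthesis genes 0, 11 and 7 (ASM), 10, 10 and 11 (MeSA) and 9, 10 and 0 (untreated), and the 9 became 9, 10 and 9 (ASM), 10, 11 and 1 (MeSA) and 8, 9 and 0 (untreated). The 4 and 2 Calvin cycle genes were 0, 10 and 0 (ASM), 10, 2 and 9 (MeSA) and 3, 0 and 0 (untreated) with ASM and 1, 8 and 1 (ASM), 6, 1 and 1 (MeSA) and 3, 1 and 1 (untreated) with MeSA, and the 3 Calvin cycle genes that fell with ASM over all genes 0, 3 and 0 (ASM), 3, 2 and 3 (MeSA) and 0, 0 and 0 (untreated). With ASM replicates 1 and 3 summed, 0 light harvesting, 7 chlorophyll synthesis and 0 Calvin cycle genes were higher with ASM and 8, 9 and 1 with MeSA, adjusted over the list alone. Over all genes, light harvesting genes that rose with ASM were 0, 12 and 0 (ASM), 1, 0 and 0 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. With MeSA they were 0, 4 and 0 (ASM), 0, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). Chlorophyll synthesis genes that rose with ASM were 0, 9 and 0 (ASM), 0, 0 and 6 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. Calvin cycle genes that rose with ASM were 0, 3 and 0 (ASM), 0, 0 and 0 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. With MeSA, Calvin cycle genes that rose were 0, 1 and 0 (ASM), 1, 0 and 0 (MeSA) and 0, 0 and 0 (untreated), and those that fell 0, 3 and 0 (ASM), 3, 0 and 0 (MeSA) and 0, 1 and 0 (untreated). The 3 Calvin cycle genes lower with ASM over the list alone were 3, 4 and 3 (ASM), 3, 3 and 7 (MeSA) and 3, 3 and 3 (untreated), and 3 with ASM replicates 1 and 3 summed. The 1 chlorophyll synthesis gene lower with ASM over the list alone was 0, 1 and 0 (ASM), 1, 1 and 1 (MeSA) and 1, 1 and 0 (untreated), and 1 with ASM replicates 1 and 3 summed. The 2 chlorophyll synthesis genes lower with MeSA over the list alone were 2, 2 and 2 (ASM), 2, 2 and 0 (MeSA) and 2, 2 and 0 (untreated).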

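Within flavonoid synthesis, only a few of the 50 genes were called in edgeR. With ASM, 2 rose, the flavonol synthases PITA_24698 and PITA_38015, and chalcone synthase PITA_02156, of the family that opens the pathway, had 0, 0 and 3 counts against 20, 33 and 69 untreated (adjusted p = 0.0472 in edgeR). Adjusted over the list alone, 3 were higher and 2 lower with ASM and 3 higher with MeSA. The median log2 fold change was 1.14 with ASM and -0.00508 with MeSA, and the latter was 0.018, 0.0304 and -0.0254 with RLE size factors, upper-quartile factors and library totals. PITA_28638, an anthocyanidin synthase near the median, had 168 ± 106 CPM with ASM, 67.2 ± 31.4 with MeSA and 78.3 ± 50.2 untreated (SD, n = 3 libraries; log2 fold change 1.10, standard error 0.61, adjusted p = 0.272 in edgeR for ASM). With MeSA 0 flavonoid genes passed over all genes. Higher were 10 at an unadjusted p under 0.05, 7 with DESeq2, 0 with limma-voom and 2 with limma on log2(RPKM + 0.5). Lower were 2, 1, 0 and 0 in the same order. The MARS formula on group-mean RPKM gave 15 higher and 2 lower. The chalcone synthase PITA_05388 had 9.86 ± 2.23 CPM with ASM, 15.6 ± 13.0 with MeSA and 3.26 ± 3.54 untreated (log2 fold change 1.58 with ASM, standard error 1.03, adjusted p = 0.342 in edgeR). PITA_22045, also a chalcone synthase, had 573 ± 663, 203 ± 194 and 298 ± 194 CPM (SD, n = 3; log2 fold change -0.55 with MeSA, standard error 1.16, adjusted p = 0.783 in edgeR). Of the 6 chalcone synthases taken by themselves, adjusted over the list alone, 0 were higher and 2 lower with ASM, 0 were called with MeSA, with 0 higher or lower at an unadjusted p under 0.05 and 0 with DESeq2, limma-voom or limma on log2(RPKM + 0.5) and 2 higher by the MARS formula, and 2 were lower with ASM than with MeSA. The list holds only genes the study called on these libraries and is not independent evidence. The 2 flavonoid genes that rose with ASM were 0, 2 and 0 when ASM replicates 1, 2 and 3 were left out in turn, 2, 2 and 3 for the MeSA replicates and 0, 0 and 0 for the untreated replicates, and the 3 adjusted over the list alone were 1, 2 and 2 (ASM), 3, 3 and 4 (MeSA) and 14, 1 and 1 (untreated) with ASM and 2, 5 and 1 (ASM), 2, 2 and 2 (MeSA) and 7, 5 and 1 (untreated) with MeSA. Summing ASM replicates 1 and 3, 0 rose over all genes, and 1 was higher with ASM and 2 with MeSA over the list alone. The chalcone synthases that fell with ASM over all genes were 0, 0 and 0 (ASM), 2, 0 and 1 (MeSA) and 0, 0 and 0 (untreated) in these fits. The 1 flavonoid gene lower with ASM over all genes was 0, 2 and 0 (ASM), 3, 0 and 2 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. The 2 flavonoid genes lower with ASM over the list alone were 0, 4 and 1 (ASM), 3, 1 and 3 (MeSA) and 3, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. Over all genes, flavonoid genes that rose with MeSA were 0, 1 and 0 (ASM), 2, 0 and 0 (MeSA) and 0, 1 and 0 (untreated). The 2 chalcone synthases lower with ASM over the list alone were 2, 1 and 1 (ASM), 2, 2 and 2 (MeSA) and 2, 2 and 2 (untreated), and 2 with ASM replicates 1 and 3 summed. The 2 chalcone synthases lower with ASM than with MeSA over the list alone were 2, 0 and 1 (ASM), 0, 2 and 2 (MeSA) and 2, 1 and 1 (untreated), and 1 with ASM replicates 1 and 3 summed. Chalcone synthases higher with ASM over the list alone were 0, 0 and 0 (ASM), 0, 0 and 0 (MeSA) and 3, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. With MeSA they were 0, 0 and 0 (ASM), 1, 0 and 0 (MeSA) and 0, 0 and 0 (untreated).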

Subsequently, the upregulated DEGs showing co-expression patterns were examined to determine significant genetic interactions based on direct and indirect protein–protein associations [60]. In this regard, interaction network maps can make a valuable contribution in gaining a further understanding of the functioning flow of biological systems under conditions of SAR induction. At an interaction cut-off value of 0.5, a total of 561 upregulated DEGs with 409 protein nodes were extracted. After removing non-interacting genes, 175 protein nodes were included in the final network, which consisted of 386 interactions (Figure 4a). Overlaying the functional KEGG information onto the interaction network map revealed a densely connected subnetwork comprising major pathways that are highly enriched in DEGs showing co-expression patterns (Figure 3b). This subnetwork comprised genes associated with photosynthesis-antenna proteins (5 nodes), carbon fixation in photosynthetic organisms (7 nodes), glyoxylate and dicarboxylate metabolism (9 nodes), glycine, serine, and threonine metabolism (6 nodes), and peroxisome (4 nodes). As shown in Figure 4b, glyoxylate and dicarboxylate metabolism in photosynthetic organisms are positioned in the centre of the subnetwork, connected to each of the other three pathways. Among these, PITA_09445 (sedoheptulose-1,7-bisphosphatase) of carbon fixation in photosynthetic organisms showed the highest node degree with 11 interactions. It was also found that PITA_31477, encoding glutamate-glyoxylate aminotransferase 2, and PITA_33653, encoding serine-glyoxylate aminotransferase, occupy critical hub positions associated with the carbon fixation in photosynthetic organisms; glyoxylate and dicarboxylate metabolism; glycine, serine, and threonine metabolism; peroxisome.

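PITA_09445, which encodes sedoheptulose-1,7-bisphosphatase of the regenerative phase of the Calvin cycle, lies on super4290 from 139918 to 142771. It had 2260.0 ± 1190.0 CPM with ASM (SD, n = 3 libraries), 1828 ± 780.2 with MeSA and 396 ± 231 untreated. Its log2 fold change was 2.51 with ASM (standard error 0.68, adjusted p = 0.0703 in edgeR) and 2.21 with MeSA (standard error 0.67, adjusted p = 0.1 in edgeR), and each treated library lay above each untreated one. Neither value passed the adjusted threshold. Between ASM and MeSA the log2 difference was 0.31 (standard error 0.64, adjusted p = 0.976 in edgeR). Within the ASM group PITA_09445 had 2972, 886 and 2922 CPM in replicates 1, 2 and 3.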

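PITA_31477 encodes glutamate-glyoxylate aminotransferase 2, which turns glyoxylate into glycine in the peroxisome, and lies on super2877 from 509523 to 525338. It had 1159 ± 582 CPM with ASM (SD, n = 3 libraries), 1045 ± 372 with MeSA and 412 ± 55.7 untreated. Its log2 fold change was 1.49 with ASM (standard error 0.45, adjusted p = 0.0868 in edgeR) and 1.34 with MeSA (standard error 0.45, adjusted p = 0.119 in edgeR). PITA_33653, the serine-glyoxylate aminotransferase of the same pathway, lies on scaffold146990 from 40537 to 44799. It had 3229 ± 2285 CPM with ASM, 6499 ± 8539 with MeSA and 969 ± 752 untreated (SD, n = 3). Its log2 fold change was 1.74 with ASM (standard error 1.15, adjusted p = 0.347 in edgeR) and 2.75 with MeSA (standard error 1.19, adjusted p = 0.185 in edgeR). PITA_33653 had 75585 counts in MeSA replicate 3 against 7138 and 6819 in MeSA replicates 1 and 2, so that its spread exceeds the difference between groups. No value of either gene passed the adjusted threshold.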

Contrastingly, it was found that genes involved in flavonoid biosynthesis constituted an independent subnetwork, comprising eight nodes of 14 upregulated DEGs and 14 interactions (Figure 4c). Without exception, strong evidence was obtained for each gene in the subnetwork, with an average of 3.4 interactions. Moreover, it was found that some reactions within flavonoid biosynthesis are concentrated and reinforced by those genes at a higher resolution (Figure 5). The expression of constituent genes encoding necessary enzymes was found to be highly induced in response to both ASM and MeSA treatments. In particular, PITA_24698 and PITA_38015 (flavonol synthase) genes showed the highest increases in expression, with average changes of 15.4-fold and 22.1-fold, respectively, compared with the control. These genes were found to be commonly associated with the biosynthesis of kaempferol, quercetin, and myricetin. In addition, the reactions yielded different types of flavonoid, some of which are associated with flavone and flavonol biosynthesis (ko00944). 

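PITA_24698 and PITA_38015, flavonol synthases that turn dihydroflavonols into flavonols, were higher with both treatments at low absolute levels. PITA_24698, on C4725749 from 22178 to 23434, had 11.2 ± 1.73 CPM with ASM (SD, n = 3 libraries), 11.9 ± 6.66 with MeSA and 0.838 ± 0.355 untreated, from 33, 52 and 57 (ASM), 30, 85 and 45 (MeSA) and 2, 4 and 5 (untreated) counts. It rose with ASM (log2 fold change 3.70, 13.0-fold, standard error 0.56, adjusted p = 0.028 in edgeR) and was 13.9-fold higher with MeSA (log2 fold change 3.79, standard error 0.56, adjusted p = 0.0522 in edgeR). PITA_38015, on scaffold182916 from 8447 to 9703, had 11.0 ± 4.13, 11.3 ± 10.9 and 0.551 ± 0.409 CPM in the same groups (SD, n = 3), from 49, 35 and 48 (ASM), 18, 104 and 28 (MeSA) and 1, 4 and 2 (untreated) counts. It rose with ASM (log2 fold change 4.28, 19.4-fold, standard error 0.90, adjusted p = 0.0433 in edgeR) and was 19.9-fold higher with MeSA (log2 fold change 4.32, standard error 0.89, adjusted p = 0.0618 in edgeR). In each of the 6 treated libraries both genes lay above each of the 3 untreated ones. Between ASM and MeSA the log2 difference was -0.10 for PITA_24698 and -0.04 for PITA_38015 (adjusted p = 0.991 and 0.997 in edgeR). The calls of PITA_24698 and PITA_38015 with ASM both ended with ASM replicates 1 and 3 summed, with limma-voom, with replicate number as a block, with glmTreat, at an adjusted p under 0.01, without ASM replicate 1 or 3 and without any 1 of the untreated replicates.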

The co-expression patterns obtained from the comparative in vivo transcriptomes were confirmed by qPCR analysis. 

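The 16 genes of Table S1, chosen by the authors for qPCR, were examined in the RNA-seq counts. Caffeoyl-CoA O-methyltransferase PITA_09052, an enzyme of lignin precursors, had 4836 ± 2795 CPM with ASM (SD, n = 3 libraries), 653 ± 411 with MeSA and 271 ± 176 untreated and rose with ASM (log2 fold change 4.16, standard error 0.84, adjusted p = 0.0417 in edgeR). With MeSA its log2 fold change was 1.27 (standard error 0.75, adjusted p = 0.304 in edgeR), and the log2 difference between ASM and MeSA was 2.89 (standard error 0.79, adjusted p = 0.371 in edgeR). Glycine dehydrogenases, part of the complex that releases CO2 in photorespiration, had log2 fold changes of 2.06 and 1.85 (PITA_05307), 2.04 and 1.88 (PITA_19490) and 2.20 and 1.98 (PITA_28001) with ASM and MeSA. Chalcone synthases PITA_03033 and PITA_22255 had 3.93 and 3.30 and 3.43 and 2.57, with standard errors of 2.55 and 2.00 for MeSA. The Rubisco small subunit genes PITA_25169 and PITA_46854 had 1.83 and 1.90 and 1.93 and 2.16. All 16 values were above 0 with each treatment, with medians of 2.06 and 1.94. Over all genes, edgeR called 1 with ASM and 0 with MeSA (11 at an unadjusted p under 0.05, 7 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 15 by the MARS formula on group-mean RPKM), and adjusted over the list alone 7 and 5. The study chose these genes on these libraries, so the list is not independent evidence. The 7 were 1, 12 and 1 when ASM replicates 1, 2 and 3 were left out in turn, 8, 6 and 9 for the MeSA replicates and 10, 2 and 0 for the untreated replicates, and the 5 became 0, 9 and 0 (ASM), 13, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). Over all genes the 1 with ASM was 0, 7 and 0 (ASM), 1, 0 and 1 (MeSA) and 0, 0 and 0 (untreated). When ASM replicates 1 and 3 were summed, 0 passed over all genes and 1 and 0 over the list alone with ASM and MeSA.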

A total of 16 upregulated DEGs were selected from major pathways, including glyoxylate and dicarboxylate metabolism, glycine, serine, and threonine metabolism, peroxisome, and flavonoid biosynthesis. The overall correlation coefficient between RNA-seq data and qPCR data was 0.823, indicating the reliability of the in vivo transcriptome results (Figure S3).

### 3.5. Functional Systems of ASM- and MeSA-Specific Patterns

Results relating to the enrichment of DEGs showing unique expression patterns are presented in Figure 3c. Three and six pathways were found to show significant specificity in response to the ASM and MeSA treatments, respectively. Interestingly, genes associated with flavone and flavonol biosynthesis (ko00944) were commonly identified in both unique groups, despite their different genetic composition. Further investigations of the functional details of genes enriched within flavone and flavonol biosynthesis identified differential selection of flavonoid 3′,5′-hydroxylase (F3′5′H) and flavonoid 3′-monooxygenase (F3′H) as the key enzymes for flavonol biosynthesis. On the basis of reference to previous studies [61,62,63], a schematic diagram was produced, depicting flavonol biosynthetic reactions and the expression levels of related genes (Figure 6). The conversion of naringenin to dihydrokaempferol is the initial step in flavonol biosynthesis and it has been shown that the seven genes of F3′5′H, which catalyses the conversion of dihydrokaempferol to myricetin, were highly expressed in response to the ASM treatment, whereas these genes showed downregulated or non-significant expression in response to the MeSA treatment. In contrast, F3′H (PITA_36657 and PITA_39408) associated with quercetin production were identified as upregulated DEGs only in response to MeSA treatment.

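The 7 F3'5'H genes, which add hydroxyl groups on the way to myricetin, had higher levels with ASM than with MeSA or untreated. PITA_13840 had 129 ± 17.5 CPM with ASM (SD, n = 3 libraries), 47.1 ± 21.5 with MeSA and 49.5 ± 34.5 untreated. PITA_12453 had 102 ± 19.8, 25.3 ± 8.72 and 27.6 ± 25.7 CPM (SD, n = 3). Against untreated seedlings, the log2 fold changes with ASM were 1.91 for PITA_29238 (adjusted p = 0.0962 in edgeR), 1.88 for PITA_12453, 1.86 for PITA_01063, 1.53 for PITA_11471, 1.38 for PITA_13840, 1.28 for PITA_10904 and 1.20 for PITA_13889, with standard errors of 0.51 to 0.68. With MeSA they lay between -0.29 and 0.03 (median -0.127). Every ASM library lay above every untreated and every MeSA library in all 7 genes, where chance gives 5% for each of the 2 comparisons in this direction for genes not chosen on these libraries, or 10% if ASM replicates 1 and 3 are 1 sample. Between ASM and MeSA the log2 differences were 1.45 to 2.01, with a median of 1.75 (adjusted p = 0.432 to 0.543 in edgeR). Over all genes, edgeR called 0 of the 7 with ASM against untreated (5 at an unadjusted p under 0.05, 3 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 6 by the MARS formula on group-mean RPKM), 0 with MeSA (0 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM) and 0 between ASM and MeSA (7 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 5 by the MARS formula on group-mean RPKM). With adjustment over the list alone, 5 were higher with ASM, 0 with MeSA and 7 with ASM than with MeSA. The median identity of each F3'5'H protein with the closest of the others was 99.2%, and 5 of the 7 exceeded 97%, so that reads can be shared and the genes are not 7 separate measurements. The study chose the 7 on these libraries, which is not independent evidence. The 5 were 0, 3 and 0 when ASM replicates 1, 2 and 3 were left out in turn, 5, 5 and 7 for the MeSA replicates and 7, 0 and 0 for the untreated replicates, and the 7 became 0, 7 and 0 (ASM), 0, 0 and 7 (MeSA) and 7, 7 and 7 (untreated), and with ASM replicates 1 and 3 summed 0 and 0.

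**Figure D3:**
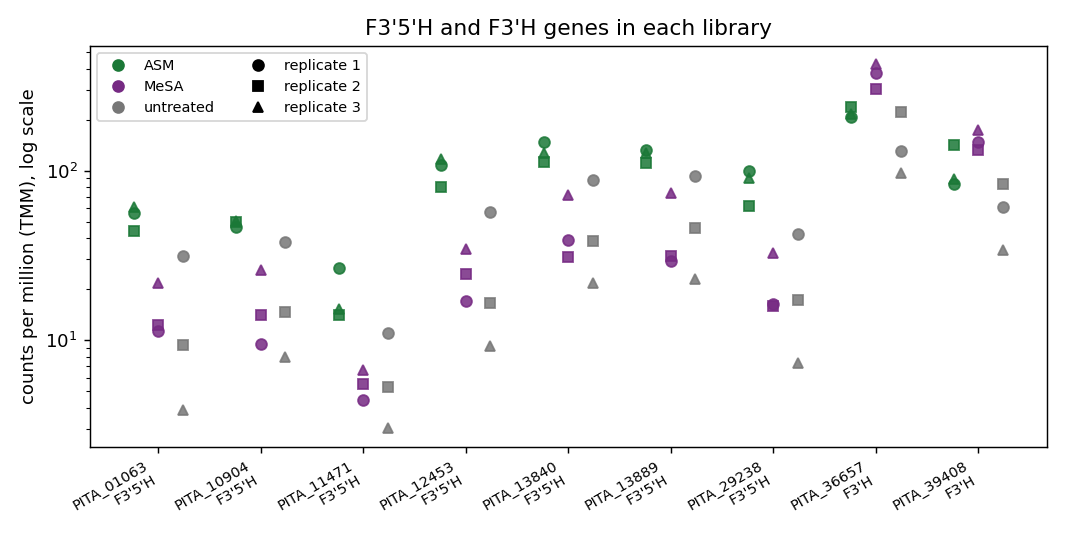
CPM (TMM, log axis) of the 7 F3'5'H genes and 2 F3'H genes in each library, 1 point per library in the color of its treatment. For the F3'5'H gene PITA_13840 the 3 ASM libraries average 129 CPM, the MeSA libraries 47.1 and the untreated libraries 49.5.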

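The F3'H genes PITA_36657 and PITA_39408, whose enzyme adds 1 hydroxyl group on the way to quercetin, had higher levels with MeSA than untreated and values between the 2 with ASM. PITA_36657, on scaffold175832 from 99379 to 101161, had 220.3 ± 15.8 CPM with ASM (SD, n = 3 libraries), 368 ± 62.2 with MeSA and 149.5 ± 64.3 untreated. PITA_39408, on scaffold189399 from 17261 to 19034, had 105 ± 32.1, 151 ± 21.1 and 59.6 ± 25.0 CPM (SD, n = 3). For MeSA the log2 fold changes were 1.30 (standard error 0.31, adjusted p = 0.0671 in edgeR) and 1.34 (standard error 0.36, adjusted p = 0.0787 in edgeR), and for ASM 0.56 (standard error 0.31, adjusted p = 0.268 in edgeR) and 0.82 (standard error 0.35, adjusted p = 0.176 in edgeR). Between ASM and MeSA the log2 differences were -0.74 for PITA_36657 (standard error 0.31, adjusted p = 0.621 in edgeR) and -0.52 for PITA_39408 (standard error 0.35, adjusted p = 0.817 in edgeR), so the difference between the treatments did not pass the threshold. Of the 8 genes described as flavonoid 3'-monooxygenase-like or, like these 2, only as flavonoid, 0 passed over all genes with MeSA (5 at an unadjusted p under 0.05, 4 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 7 by the MARS formula on group-mean RPKM) and 4 were higher adjusted over the list alone. With ASM 0 passed over all genes (1 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM) or over the list alone, and between ASM and MeSA 0 (1 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM). PITA_21896 of this list had a log2 fold change of 2.89 with MeSA (standard error 1.29, adjusted p = 0.193 in edgeR). The 8 are genes that the study called on these libraries, so the list is not independent evidence. The 4 were 3, 3 and 3 when ASM replicates 1, 2 and 3 were left out in turn, 8, 3 and 0 for the MeSA replicates and 8, 3 and 2 for the untreated replicates, and 3 with ASM replicates 1 and 3 summed, and without untreated replicate 1, 5 of the 8 were higher with ASM. Over all genes, those of the 8 that rose with MeSA were 0, 0 and 0 (ASM), 0, 0 and 0 (MeSA) and 0, 1 and 0 (untreated).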

The upregulated DEGs were also classified based on GO terms. Among the GO terms assigned to ASM- and MeSA-specific patterns, the 10 most significant results are listed in Table 2; Table 3, respectively (FDR < 0.05). Responses to various stimuli and substrates were mainly enriched with those DEGs showing ASM-specific expression patterns, including negative regulation of response to stimulus (GO:0048585), defence response to fungus, incompatible interaction (GO:0009817), cellular response to indolebutyric acid stimulus (GO:0071366), and response to abscisic acid (GO:0009737) (Table 2). In addition, there were a large number of DEGs related to plant cell walls, including defence response by callose deposition in cell wall (GO:0052544, 26 genes) and regulation of lignin biosynthetic process (GO:1901141, 17 genes). Similar to the DEGs showing ASM-specific expression patterns, the DEGs upregulated in response to MeSA were associated with a number of response GO terms, including defence response to fungus, incompatible interaction (GO:0009817), response to alcohol (GO:0097305), and response to cold (GO:0009409) (Table 3). In particular, defence response to nematode (GO:0002215) and response to nematode (GO:0009624) terms represented a direct association with parasitic nematodes. 

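Table S5 lists glucan endo-1,3-beta-glucosidases, which cut the glucans of cell walls, and peroxidases behind these terms, and the levels of the glucosidases were low. PITA_21362 had 12.5 ± 5.23 CPM with MeSA (SD, n = 3 libraries), 7.96 ± 2.30 with ASM and 2.91 ± 1.58 untreated, a log2 fold change of 2.10 with MeSA (standard error 0.55, adjusted p = 0.0763 in edgeR). PITA_21289 and PITA_02841 had 1.83 (standard error 0.56, adjusted p = 0.1 in edgeR) and 1.85 (standard error 0.62, adjusted p = 0.119 in edgeR). The other glucosidases, PITA_19950, PITA_24155, PITA_25346 and PITA_29022, had 1.52, 1.52, 1.77 and 2.09. With ASM the 7 glucosidases had log2 fold changes from 0.71 to 1.45, and between ASM and MeSA from -1.34 to -0.49, where the smallest adjusted p in edgeR was 0.716. Over all genes edgeR called 0 of the 9 genes of Table S5 with MeSA (6 at an unadjusted p under 0.05, 3 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 2 by the MARS formula on group-mean RPKM) and 0 with ASM (1 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM), and between ASM and MeSA 0 (1 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 1 by the MARS formula on group-mean RPKM). Over the 9 alone, 3 were higher with MeSA and 0 with ASM. Of 35 tested glucan endo-1,3-beta-glucosidases, out of 38 in Table S4, 7 fell and 0 rose with ASM (17 and 2 adjusted over the list alone), among them PITA_16373, from 266 ± 35.0 to 24.4 ± 14.8 CPM (SD, n = 3; log2 fold change -3.44, standard error 0.52, adjusted p = 0.0285 in edgeR), and PITA_21569 (log2 fold change -3.34, standard error 0.49, adjusted p = 0.028 in edgeR). With MeSA 0 passed over all genes (9 at an unadjusted p under 0.05, 8 with DESeq2, 5 with limma-voom, 3 with limma on log2(RPKM + 0.5) and 10 by the MARS formula on group-mean RPKM for lower, 10 higher at an unadjusted p under 0.05), and adjusted over the list alone 6 were higher and 8 lower. In the direct comparison of the treatments 0 passed (7 at an unadjusted p under 0.05, 3 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 6 by the MARS formula on group-mean RPKM). Both lists come from the study's calls on these libraries and are not independent evidence. The 3 genes of Table S5 were 0, 0 and 0 when ASM replicates 1, 2 and 3 were left out in turn, 0, 3 and 0 for the MeSA replicates and 0, 8 and 0 for the untreated replicates, and 0 with ASM replicates 1 and 3 summed. The 7 glucanases that fell with ASM were 0, 13 and 0 (ASM), 12, 3 and 12 (MeSA) and 0, 0 and 0 (untreated) in these fits and 0 with the 2 summed, and the 6 higher with MeSA 1, 2 and 1 (ASM), 2, 3 and 1 (MeSA) and 1, 9 and 0 (untreated), and the 8 lower 6, 7 and 6 (ASM), 10, 5 and 3 (MeSA) and 6, 7 and 2 (untreated). Table S5 genes higher with ASM over the list alone were 0, 0 and 0 (ASM), 0, 0 and 0 (MeSA) and 0, 5 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. Over all genes, Table S5 genes that rose with MeSA were 0, 0 and 0 (ASM), 0, 0 and 0 (MeSA) and 0, 1 and 0 (untreated). The 17 glucanases lower with ASM over the list alone were 12, 15 and 10 (ASM), 18, 15 and 19 (MeSA) and 17, 15 and 17 (untreated), and 9 with ASM replicates 1 and 3 summed. The 2 glucanases higher with ASM over the list alone were 1, 0 and 1 (ASM), 1, 1 and 3 (MeSA) and 0, 9 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. Over all genes, glucanases that fell with MeSA were 0, 4 and 0 (ASM), 6, 0 and 0 (MeSA) and 0, 0 and 0 (untreated).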

Taken together, these data indicated that the unique DEGs induced by the two different RISs tend to be functionally consistent but are associated with different reactions and outputs within a similar system of resistance to PWN in pine trees.

## 4. Discussion

The present study was conceived with the aim of gaining a better understanding of the dynamic interactions between host pine trees and PWN under conditions of SAR induced by treatment with ASM and MeSA. Comparative in vivo transcriptomes allowed access to key traits involved in direct and indirect defence mechanisms of pine trees among many DEGs that predominantly reflect the stressful conditions caused by PWD. Biological phenotypes are typically complex and often involve the control of dozens to hundreds of genes, changes in the expression of which underlie the adaptive processes of phenotypes in response to a range of environmental and developmental factors [64,65]. The study of in vivo transcriptomes by characterising the complete set of transcripts under physiological conditions can be considered to be indicative of a living organism’s blueprint [66]. Given that studies focussing solely on isolated contributary factors often fail to yield meaningful insights into the important elements of biological processes, we designed the present study with a view towards characterising an integrated environment comprising pine hosts, RISs, and PWNs. Simple treatment using RISs is limited to the detection of general genes (termed pathogenesis-related genes) under SAR conditions [67,68], whereas PWN infection in pine trees predominantly reflects the pathogenic mechanisms within dying cells [69]. Consequently, the integrated design of the present study enabled us to assess the sequential stages of RIS treatment and infection, as well as the activation of related genes under conditions of SAR induction, thereby facilitating subsequent analyses of the essential mechanisms underlying the protection against and inhibition of PWN.

As a first line defence response in plants, SAR is an induced immune mechanism that confers a long-lasting state of alert and broad-spectrum non-specific resistance against invaders [27,29,30]. On the basis of an in vivo seedling assay, we detected a marked suppression of PWD, revealing the enhanced resistance of pine trees against PWN conferred by SAR induced by treatments with ASM and MeSA (Figure 1). The RISs used in the present study, ASM and MeSA, are functional analogues of SA. ASM, which was the first synthetic chemical developed as an SAR elicitor, induces a downstream step in SA accumulation [70,71], whereas MeSA, which is synthesised from plants, is a biologically inactive derivative of SA that is converted to SA in distal tissues [72]. These are structurally stable compounds that are not susceptible to chemical modification, such as rapid glycosylation of SA [33,73,74], and are advantageous in that they can readily penetrate and disperse throughout non-infected plants upon exogenous application [73,75]. Thus, applications of ASM and MeSA can effectively mimic the role of SA. Given the origins and roles of these two RISs, the substantial co-expression patterns obtained following exposure to the two RISs under conditions of PWN infection are perhaps predictable (Figure 3). Such co-expression patterns can reveal important functions of conserved regulatory processes across different conditions, environments, or species [76,77]. During PWN infection, these genes may contribute to fundamental strategies required for the protection and survival of pine hosts.

The most significant results obtained with respect to the co-expression patterns indicated the importance of the photosynthesis system (ko00196), carbon fixation (ko00710), and chlorophyll metabolism (ko00860) (Figure 3). Contrastingly, however, numerous studies have revealed that in response to the establishment of SAR, genes involved in photosynthesis are downregulated to confer a fitness advantage in defence signalling under high disease pressure [78,79,80]. At the advanced stage of PWD, nematode-induced embolism causes a decrease in leaf water potential from root tissue, and results in the cessation of photosynthesis [81]. Furthermore, parasitic nematodes have a pronounced effect on the uptake of water and nutrient elements required for photosynthesis [82,83]. Hence, we believe that in RIS-treated pines, the genes associated with the photosynthesis system show a relative upregulation compared with that in dying untreated control pines, rather than reflecting a direct response to SAR induced by the ASM and MeSA treatments. 

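Levels of photosynthesis genes differed between libraries of the same treatment. Relative to each gene's mean, the median log2 level of the 18 light harvesting and photosystem genes was 1.27, -0.80 and 1.25 in ASM replicates 1, 2 and 3, 0.051, 0.71 and 1.66 in the MeSA replicates and -0.60, -1.22 and -1.76 in the untreated replicates. The range was 2.07 within the ASM group, wider than the smaller difference of 1.77 between a treated and the untreated mean, and 1.61 within the MeSA group and 1.16 within the untreated group, narrower than that difference. Senescence genes, which act in chlorophyll breakdown, had median log2 fold changes of 1.96 with MeSA and 0.305 with ASM: the red chlorophyll catabolite reductase PITA_43989 had 7.60 ± 4.72 CPM with MeSA, 5.19 ± 0.845 with ASM and 1.93 ± 0.590 untreated (SD, n = 3 libraries; log2 fold change 1.96, standard error 0.59, adjusted p = 0.0966 in edgeR for MeSA). PITA_43882, a stay-green protein of the chloroplast, had 100.5 ± 81.1, 12.2 ± 5.40 and 9.91 ± 7.89 CPM (SD, n = 3). Of 5 senescence genes, 0 passed over all genes with ASM (2 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM) or with MeSA (5 at an unadjusted p under 0.05, 4 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 3 by the MARS formula on group-mean RPKM). Over the list alone, 1 was higher with ASM, 5 with MeSA and 1 lower with ASM than with MeSA. Of early light-induced proteins, which bind chlorophyll under light stress, 2 of 30 tested, out of 36 in the list, fell with ASM: PITA_34309, from 34.6 ± 20.8 to 3.63 ± 0.552 CPM (SD, n = 3; log2 fold change -3.25, standard error 0.58, adjusted p = 0.0311 in edgeR), and PITA_43445 (log2 fold change -3.12, standard error 0.65, adjusted p = 0.0417 in edgeR). With MeSA 0 fell over all genes (25 at an unadjusted p under 0.05, 23 with DESeq2, 2 with limma-voom, 9 with limma on log2(RPKM + 0.5) and 25 by the MARS formula on group-mean RPKM), and adjusted over the list alone 2 were lower with ASM, 20 with MeSA and 0 between ASM and MeSA. The members were called by the study on these libraries and are not independent evidence. The 20 were 23, 24 and 24 when ASM replicates 1, 2 and 3 were left out in turn, 35, 14 and 2 for the MeSA replicates and 27, 23 and 2 for the untreated replicates, and 23 with ASM replicates 1 and 3 summed, where 35 genes were tested in each fit but those without untreated replicates 1 and 3, which tested 30, and the 2 that fell with ASM over all genes 0, 4 and 0 (ASM), 8, 2 and 4 (MeSA) and 0, 0 and 0 (untreated). The 1 senescence gene higher with ASM was 0, 0 and 0 (ASM), 2, 0 and 1 (MeSA) and 0, 0 and 0 (untreated). The 2 early light-induced genes lower with ASM over the list alone were 4, 9 and 0 (ASM), 29, 12 and 6 (MeSA) and 2, 4 and 1 (untreated), and 4 with ASM replicates 1 and 3 summed. Early light-induced genes that fell with MeSA over all genes were 0, 4 and 0 (ASM), 22, 0 and 0 (MeSA) and 0, 2 and 0 (untreated). Those higher with ASM than with MeSA over the list alone were 0, 0 and 0 (ASM), 4, 0 and 0 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. The 1 senescence gene lower with ASM than with MeSA over the list alone was 0, 0 and 0 (ASM), 1, 1 and 0 (MeSA) and 1, 1 and 1 (untreated), and 0 with ASM replicates 1 and 3 summed. Over all genes, senescence genes that rose with ASM were 0, 0 and 0 (ASM), 0, 0 and 1 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. With MeSA they were 0, 0 and 0 (ASM), 2, 0 and 0 (MeSA) and 0, 0 and 0 (untreated).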

Given the essential role of photosynthesis in plant life, and the high sensitivity of photosynthetic processes to different biotic and abiotic stresses, the effective functioning of photosynthesis, as revealed by in vivo transcriptome analysis, is assumed to be indicative of the establishment of an efficacious defence response against nematode infection.

On the basis of our analyses, we noted several systems, including glyoxylate and dicarboxylate metabolism (ko00630), peroxisome (ko04146), and glycine, serine, and threonine metabolism (ko00260), that interact directly with photosynthesis in co-expression patterns (Figure 4b). Interestingly, most upregulated DEGs distributed in the glyoxylate and dicarboxylate metabolism category are associated with the function of the photorespiration module (M00532) in the entire molecular network (Figure S4). 

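Photorespiration genes, which recover carbon from the oxygenase reaction of Rubisco, were above untreated levels in all 20 members with ASM and with MeSA, with median log2 fold changes of 1.78 and 1.73. PITA_31504, a (S)-2-hydroxy-acid oxidase that oxidizes glycolate, had 151 ± 72.5 CPM with ASM (SD, n = 3 libraries), 72.0 ± 28.4 with MeSA and 29.8 ± 21.4 untreated (log2 fold change 2.35, standard error 0.61, adjusted p = 0.0661 in edgeR for ASM). PITA_09831, also a (S)-2-hydroxy-acid oxidase, had a log2 fold change of 1.74 with MeSA (standard error 0.48, adjusted p = 0.0842 in edgeR), and PITA_15971, D-glycerate 3-kinase, 0.92 with ASM and 0.98 with MeSA (standard errors 0.25 and 0.25, adjusted p = 0.0673 and 0.0726 in edgeR). PITA_38971, serine hydroxymethyltransferase by its description, had 4010.0 ± 2417, 3882 ± 1882 and 1097 ± 399.7 CPM with ASM, with MeSA and untreated (SD, n = 3), and PITA_29693, a glycine cleavage H protein, 2190.0 ± 1629, 2244 ± 1543 and 453 ± 315. Over all genes, edgeR called 0 of the 20 with ASM (15 at an unadjusted p under 0.05, 10 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 14 by the MARS formula on group-mean RPKM) and 0 with MeSA (19 at an unadjusted p under 0.05, 11 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 16 by the MARS formula on group-mean RPKM). By the list alone, 12 were higher with ASM, 17 with MeSA and 0 differed between ASM and MeSA. All MeSA libraries lay above all untreated libraries in 18 of the 20 genes and all ASM libraries in 7, where chance gives 5% in this direction for genes not chosen on these libraries, or 10% for ASM if its replicates 1 and 3 are 1 sample. The photorespiration level was 1.19, -0.73 and 1.19 in ASM replicates 1, 2 and 3, 0.11, 0.33 and 1.41 in the MeSA replicates and -0.64, -1.04 and -1.56 in the untreated replicates, on the log2 scale relative to each gene's mean, close to the order of the light harvesting genes. The study called these genes on these libraries, so they are not independent evidence. The 12 were 0, 18 and 0 when ASM replicates 1, 2 and 3 were left out in turn, 11, 11 and 14 for the MeSA replicates and 11, 1 and 0 for the untreated replicates, and the 17 became 15, 19 and 15 (ASM), 17, 19 and 0 (MeSA) and 14, 4 and 0 (untreated), and with ASM replicates 1 and 3 summed 0 and 15. Over all genes, 12 were called with ASM without ASM replicate 2.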

As an energy sink for excess ATP and reducing equivalents, photorespiration represents an important alternative pathway for maintaining the growth of C3 plants such as tobacco, soybeans, and most trees, particularly under stress conditions that lead to reduced rates of photosynthetic reaction [84,85]. It has been reported that the generation of reactive oxygen species (ROS) increases rapidly during photosynthesis under drought/water stress conditions [86,87]. Accordingly, given the negative effects of PWN on water uptake, it is assumed that PWD would induce ROS production in pine trees, causing global damage to cellular components. Photorespiration, peroxisome metabolism, and glycine biosynthesis can provide a functional linkage that contributes to protection against ROS-induced damage. Labudda et al. revealed that the number and size of peroxisomes, which contain enzymes required for photorespiration, are increased in the mesophyll cells of leaves in response to parasitic-nematode infection [88]. Compared with water-sufficient conditions, in plants exposed to drought stress, large amounts of glycine are produced, as a consequence of the photorespiration reactions of the elevated numbers of peroxisomes [89]. Notably, glycine is used as a substrate for the production of glutathione, a key component of antioxidant defence systems [90]. Thus, promoting photorespiration under SAR conditions could serve as an alternative strategy for the survival of pine trees infected with PWD, and the functions of the aforementioned linkage systems could explain the essential interactions related to defence against the cellular damage caused by PWN.

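Genes of antioxidant systems moved both ways. GDP-L-galactose phosphorylases, which control ascorbate synthesis, rose with ASM: PITA_43531 went from 473 ± 84.9 CPM (SD, n = 3 libraries) untreated to 1723 ± 99.5 (log2 fold change 1.87, standard error 0.32, adjusted p = 0.0302 in edgeR) and PITA_43532 from 186 ± 15.0 to 492 ± 13.9 (SD, n = 3; log2 fold change 1.41, standard error 0.22, adjusted p = 0.0286 in edgeR). With MeSA they had 1881 ± 662 and 529 ± 119.6 CPM (SD, n = 3). The thioredoxin reductase PITA_40173 fell from 124 ± 22.0 to 3.15 ± 0.912 CPM with ASM (SD, n = 3; log2 fold change -5.30, standard error 0.76, adjusted p = 0.028 in edgeR), as did PITA_16340 of the same description. PITA_12523, a glutathione S-transferase near the median, had 19.9 ± 2.56 CPM with ASM, 48.4 ± 6.23 with MeSA and 45.0 ± 27.2 untreated (SD, n = 3; log2 fold change -1.17, standard error 0.41, adjusted p = 0.116 in edgeR for ASM). Of 59 antioxidant genes, 2 rose and 5 fell with ASM (7 and 23 adjusted over the list alone), and 0 rose (16 at an unadjusted p under 0.05, 9 with DESeq2, 2 with limma-voom, 5 with limma on log2(RPKM + 0.5) and 18 by the MARS formula on group-mean RPKM) and 1 fell, PITA_16340, with MeSA (9 and 19 adjusted over the list alone). Lower with MeSA were 19 at an unadjusted p under 0.05, 19 with DESeq2, 3 with limma-voom and 8 with limma on log2(RPKM + 0.5). The MARS formula on group-mean RPKM gave 21 lower. Between ASM and MeSA 0 passed (10 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 2 by the MARS formula on group-mean RPKM for lower, 1 higher at an unadjusted p under 0.05). The list holds the study's own calls on these libraries and is not independent evidence. The 5 that fell with ASM were 0, 7 and 0 when ASM replicates 1, 2 and 3 were left out in turn, 7, 4 and 9 for the MeSA replicates and 1, 1 and 0 for the untreated replicates, and 0 with ASM replicates 1 and 3 summed, the 2 that rose 0, 12 and 0 (ASM), 2, 2 and 3 (MeSA) and 0, 0 and 0 (untreated), and the 23 adjusted over the list alone 4, 27 and 6 (ASM), 25, 21 and 29 (MeSA) and 16, 20 and 7 (untreated). With MeSA the 1 that fell was 0, 2 and 0 (ASM), 1, 0 and 2 (MeSA) and 0, 11 and 0 (untreated). The 7 antioxidant genes higher with ASM over the list alone were 2, 15 and 2 (ASM), 7, 5 and 8 (MeSA) and 5, 8 and 3 (untreated), and 2 with ASM replicates 1 and 3 summed. The 9 antioxidant genes higher with MeSA over the list alone were 5, 14 and 6 (ASM), 9, 8 and 7 (MeSA) and 7, 7 and 6 (untreated). Over all genes, antioxidant genes that rose with MeSA were 0, 7 and 0 (ASM), 4, 0 and 0 (MeSA) and 0, 0 and 0 (untreated).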

Unlike the immune response in animals, plant immunity lacks a complex adaptive system or specialised cells such as lymphocytes (B and T cells) [91,92]. Plants require less complex immune strategies based on fundamental mechanisms, which are, nevertheless, effective against diseases caused by various invaders or abiotic stresses [93,94]. Accordingly, it would be reasonable for plants to employ bioactive secondary metabolites such as flavonoids, which act as physiological regulators of defence systems, and there have been studies showing the SA dose-dependent production of flavonoids in plants [95,96]. 

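Flavonoid genes that Table S4 lists as higher with both treatments spanned a wide range of levels. Anthocyanidin reductase PITA_33745 had 58.0 ± 36.3 CPM with ASM (SD, n = 3 libraries), 91.6 ± 49.8 with MeSA and 16.5 ± 14.6 untreated, with log2 fold changes of 1.81 and 2.47 (standard errors 0.96 and 0.98). Flavanone 3-hydroxylases PITA_10341 and PITA_11605, which make dihydroflavonols, had log2 fold changes of 1.04 and 1.24 with ASM and 1.29 and 1.76 with MeSA. Dihydroflavonol 4-reductases PITA_08057, PITA_45962 and PITA_46936, of the branch to anthocyanidins, had 1.03, 1.19 and 1.67 with ASM and 1.15, 1.37 and 1.60 with MeSA. Over the 14 such genes, all 28 log2 fold changes (14 with each treatment) were above 0, from 1.03 to 4.32, and their average corresponds to a 5.09-fold increase, 4.67-fold with ASM and 5.56-fold with MeSA. The mean of the folds themselves was 6.73. The SD between replicates was 1.24 on the log2 scale. The 14 genes were called by the study on these libraries, so the average of their values is not independent evidence.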

In the present study, we found that under conditions induced by both ASM and MeSA, flavonoid biosynthesis (ko00941) was strongly activated by PWN infection, with the expression levels of associated genes showing an average increase of five-fold (Figure 5). Flavonoids not only function as a secondary antioxidant system by locating and neutralising ROS [97], but also directly and indirectly affect the fitness of nematodes at different life stages [98,99]. In this respect, flavonoids are characterised by nematicidal activity, and Faizi et al. have revealed that treatment of the cyst nematode *Heterodera zeae* with different concentrations of patuletin, patulitrin, and rutin results in high mortality [100]. Furthermore, several flavonoids with similar structural motifs (fisetin, galangin, isorhamnetin, and morin) have been shown to be effective in killing the root-knot nematode *Meloidogyne incognita* at the juvenile stages after a 24-h incubation [101]. Flavonoids can also induce quiescence in nematodes by retarding their motility, which provides a temporal window of opportunity for the mobilisation of defence mechanisms in hosts [98]. In this regard, as repellents of *M. incognita*, quercetin and myricetin have been demonstrated to be highly inhibitive of motility [99]. Furthermore, by limiting egg production or controlling the ratio of males to females, flavonoids can affect the levels of nematode fertility [102,103]. Given the pronounced and wide-ranging effects of flavonoids as nematicidal and nemastatic compounds, our results may provide new evidence highlighting the prominent role played by these compounds in the control of PWN infection in pine trees.

Surprisingly, we found that the fundamental defence strategies deployed by pine trees against PWN infection appear to involve different branches of flavonol biosynthesis downstream of flavonoid production. In the biosynthesis of the myricetin and quercetin, the expression patterns of F3′5′H and F3′H indicated a unique induction in response to only one of the two RISs and showed either non-significant or downregulated expression in response to the other (Figure 6). 

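Summed over its genes, F3'5'H was highest with ASM and F3'H highest with MeSA. The 7 F3'5'H genes, taken as 1 feature because their reads can be shared, had 617, 474 and 591 CPM in ASM replicates 1, 2 and 3, 127, 135 and 268 in the MeSA replicates and 361, 148 and 76.6 in the untreated replicates. The log2 difference was 1.52 between ASM and untreated (standard error 0.55, adjusted p = 0.125 in edgeR), -0.15 between MeSA and untreated (standard error 0.54, adjusted p = 0.882 in edgeR) and 1.67 between ASM and MeSA (standard error 0.55, adjusted p = 0.505 in edgeR). The F3'H genes PITA_36657 and PITA_39408 summed to 292, 381 and 305 CPM in the ASM, 524, 434 and 599.7 in the MeSA and 192, 305 and 131 in the untreated replicates. The log2 difference was 0.64 between ASM and untreated (standard error 0.32, adjusted p = 0.23 in edgeR), 1.31 between MeSA and untreated (standard error 0.32, adjusted p = 0.0693 in edgeR) and -0.67 between ASM and MeSA (standard error 0.32, adjusted p = 0.701 in edgeR). No summed F3'5'H or F3'H value passed the threshold when adjusted with all genes. At an unadjusted p, the 2 comparisons of F3'5'H with ASM gave 0.0223 against untreated and 0.015 against MeSA, and F3'H gave 0.00296 for MeSA against untreated and 0.0636 for ASM against MeSA, all in edgeR.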

As representative flavonols, myricetin and quercetin, play an important role in resistance against parasitic nematodes by functioning as nematicidal and nemastatic compounds [99]; however, details of the functional differences between these two flavanols are yet to be ascertained. It has been reported that despite the same SA treatment, wheat plants show different amounts and fluctuations in the production of myricetin and quercetin, depending on the treatment method or plant tissues examined. These observations imply that myricetin and quercetin have independent functions under different conditions. Thus, we hypothesise that the production of different flavonols in response to ASM and MeSA treatment constitutes an important facet of the defensive mechanisms against PWN infection. Furthermore, in the GO analysis of the ASM-specific patterns, we identified the defence response (GO:0052544) and regulation of lignin biosynthesis (GO:1901141) in the plant cell wall as processes that were highly enriched (Table 2). We established that the defence response to nematode (GO:0002215) was the most significantly enriched process associated with the MeSA-specific expression patterns, among which seven genes encode glucan endo-1,3-β-glucosidases (Table S5), which, as important components of plant cell walls, play roles in defence against pathogens [104,105]. Other genes encoding peroxidases (Table S5) are also involved in the defence mechanisms of plants via cell wall reinforcement [106]. 

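The peroxidases of Table S5 varied widely within groups. PITA_01056 had 98.3 ± 103 CPM with MeSA (SD, n = 3 libraries), 3.53 ± 0.446 with ASM and 20.9 ± 33.3 untreated, with log2 fold changes of 2.24 with MeSA (standard error 1.39, adjusted p = 0.323 in edgeR) and -2.56 with ASM (standard error 1.46, adjusted p = 0.282 in edgeR). Its log2 difference between ASM and MeSA was -4.80 (standard error 1.58, adjusted p = 0.501 in edgeR). PITA_01570 had 61.0 ± 63.4, 27.0 ± 15.1 and 15.4 ± 16.1 CPM in the same order (SD, n = 3), with log2 fold changes of 1.98 with MeSA (standard error 1.20, adjusted p = 0.312 in edgeR) and 0.81 with ASM (standard error 1.17, adjusted p = 0.678 in edgeR). Peroxidases cross-link cell wall polymers. Of 28 tested, out of 30 in Table S4, 6 fell and 0 rose with ASM (7 and 1 adjusted over the list alone), among them PITA_25153 (log2 fold change -5.16, standard error 1.14, adjusted p = 0.049 in edgeR) and PITA_46567, with 0, 5 and 1 counts with ASM and 70, 315 and 136 untreated (adjusted p = 0.0488 in edgeR). With MeSA 0 rose (5 at an unadjusted p under 0.05, 5 with DESeq2, 0 with limma-voom, 2 with limma on log2(RPKM + 0.5) and 6 by the MARS formula on group-mean RPKM) and 0 fell (6 at an unadjusted p under 0.05, 3 with DESeq2, 0 with limma-voom, 3 with limma on log2(RPKM + 0.5) and 6 by the MARS formula on group-mean RPKM) over all genes, and 4 were higher and 2 lower adjusted over the list alone. Comparing ASM with MeSA, 0 passed (7 at an unadjusted p under 0.05, 3 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 2 by the MARS formula on group-mean RPKM). The 28 are the study's own calls on these libraries, not independent evidence. The 6 that fell with ASM were 0, 5 and 0 when ASM replicates 1, 2 and 3 were left out in turn, 9, 2 and 7 for the MeSA replicates and 1, 0 and 0 for the untreated replicates, and 0 with ASM replicates 1 and 3 summed, and the 4 higher with MeSA 4, 4 and 4 (ASM), 7, 4 and 4 (MeSA) and 6, 3 and 0 (untreated) and the 2 lower 3, 3 and 2 (ASM), 13, 0 and 1 (MeSA) and 3, 0 and 0 (untreated) adjusted over the list alone. The 7 peroxidases lower with ASM over the list alone were 9, 12 and 9 (ASM), 11, 9 and 15 (MeSA) and 10, 8 and 7 (untreated), and 9 with ASM replicates 1 and 3 summed. The 1 peroxidase higher with ASM over the list alone was 1, 2 and 1 (ASM), 5, 3 and 4 (MeSA) and 6, 1 and 1 (untreated), and 1 with ASM replicates 1 and 3 summed. Over all genes, peroxidases that rose with MeSA were 0, 0 and 0 (ASM), 4, 0 and 0 (MeSA) and 0, 0 and 0 (untreated), and those that fell 0, 0 and 0 (ASM), 3, 0 and 0 (MeSA) and 0, 0 and 0 (untreated).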

Given that cell wall structure has been implicated as an effective physical barrier against invaders, ASM and MeSA treatments are expected to induce different defence responses based on plant cell wall modification.

## 5. Conclusions

In conclusion, in this study, we performed comparative in vivo transcriptomics in order to characterise the fundamental defence strategies deployed by pine trees against PWN infection. We found that application of the two SAR elicitors, ASM and MeSA, was effective in terms of reducing PWD severity, and induced similar patterns of gene expression associated with plant functions. By overlaying enriched biological pathways onto an interaction network, we demonstrated that the genes showing co-expression patterns constitute a functionally linked system for protection from ROS damage caused by PWN infection: peroxisome → photorespiration → glycine → antioxidant glutathione. Furthermore, we observed that flavonoid biosynthesis was highly activated in response to treatment with the two RISs and could act as a countermeasure strategy induced by pine trees to control PWN. Among the genes showing unique patterns of expression in response to SAR, we identified F3′5′H and F3′H, which are associated with the production of the flavanols myricetin and quercetin, which are assumed to play important roles in defence mechanisms. To the best of our knowledge, this is the first study to interpret the dynamic interactions between host pine trees and PWN under conditions of SAR induced by exogenous RISs. Our study, underlying the efficacies of ASM and MeSA, could suggest the possibility of effective PWN control agents based on the reinforcement of the development of, and resistance in, pine trees.

## Figures and Tables

**Figure 1:**
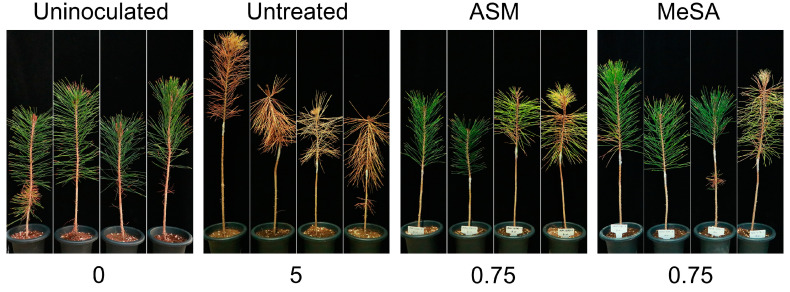
The influence of acibenzolar-*S*-methyl (ASM) and methyl salicylic acid (MeSA) on pine wilt disease (PWD) resistance. Photographs of pine seedling inoculated with the nematode *B. xylophilus* were taken at 30 days after resistance-inducing substance treatment. PWD severity was scored for needle discolouration on a scale of 0 to 5. The numbers below the photographs denote the mean severity scores determined from four seedlings per treatment. Uninoculated seedlings served as positive controls, and untreated seedlings, as negative controls.

**Figure 2:**
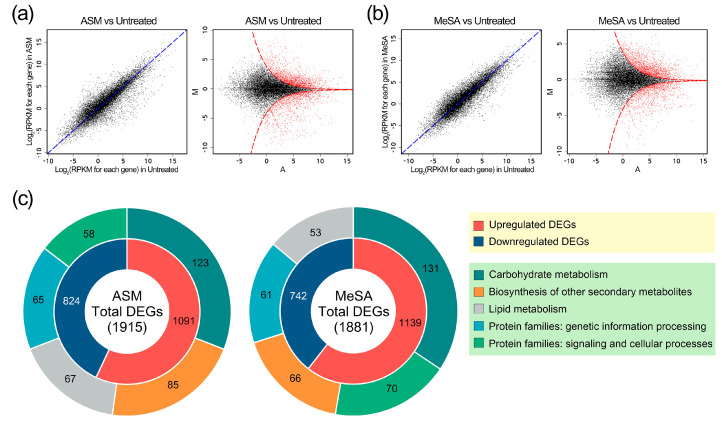
Overview of the differentially expressed genes (DEGs) in acibenzolar-*S*-methyl (ASM) and methyl salicylic acid (MeSA) treatments. Differential expression was analysed using scatter plots and M (log ratio) against A (mean average) scales (MA-plots) in the DEGseq package. Each point represents one of 45,528 non-redundant genes in pine trees. (**a**) Comparison of the ASM-treated and untreated samples. The scatter plot depicts differences in gene expression between the two groups after normalisation. Genes showing significant differences in expression are indicated by red colour in the MA-plot (false discovery rate, FDR < 0.05). (**b**) Comparison of the MeSA-treated and untreated samples. (**c**) Donut charts illustrating the distribution of DEGs and functional hierarchies. The inner layer shows the distribution of upregulated and downregulated DEGs, and the outer layer comprises the top five functional categories. The size of ring segments is indicative of the relative proportion of DEGs in each category.

**Figure 3:**
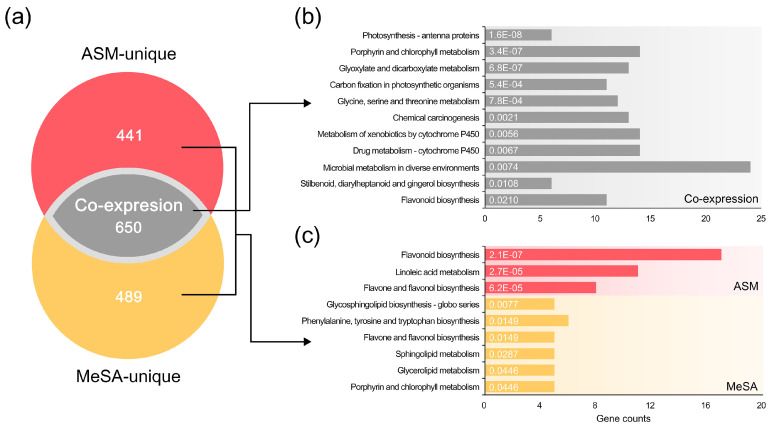
Comparative in vivo transcriptomes of upregulated differentially expressed genes (DEGs) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment in acibenzolar-*S*-methyl (ASM) and methyl salicylic acid (MeSA) treatment groups. (**a**) A Venn diagram showing the co-expression and unique expression groups of upregulated DEGs. Comparative analysis revealed 650 overlapping DEGs. A further 441 and 489 DEGs were identified as being uniquely expressed in response to the ASM and MeSA treatments, respectively. (**b**) Significantly enriched KEGG pathways for the co-expression group. Significant pathways were identified and ranked based on hypergeometric distribution with an FDR < 0.05. The length of bars indicates the number of DEGs in each KEGG pathway. (**c**) Significantly enriched KEGG pathways for ASM- and MeSA-specific patterns.

**Figure 4:**
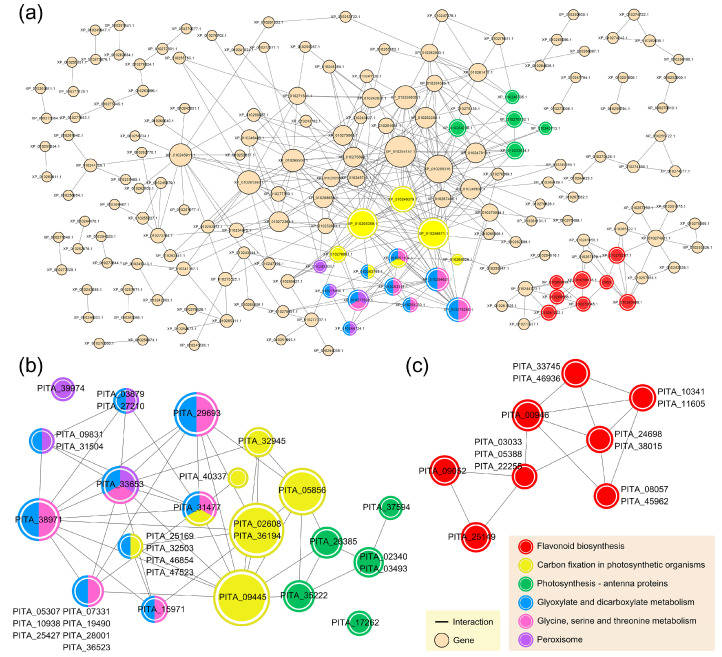
A network of co-expression patterns based on protein–protein interactions. (**a**) The overall network structure with pathway information. For the co-expression patterns, protein–protein interaction information was collected using Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) v11 and visualised using the Cytoscape tool. A total of 650 upregulated DEGs were used, with interactions showing a combined score of less than 0.5 being filtered out, resulting in 175 nodes and 386 edges. The diameter of the node reflects the number of direct connections to other nodes. Within nodes, KEGG pathways are indicated by different colours (identified in the accompanying key). If genes are associated with more than two KEGG categories, the nodes are divided into the corresponding colours. Two groups of densely connected pathways are displayed as subnetworks. (**b**) Carbon fixation in photosynthetic organisms; photosynthesis-antenna proteins; glyoxylate and dicarboxylate metabolism; glycine, serine, and threonine metabolism; peroxisome. (**c**) Flavonoid biosynthesis.

**Figure 5:**
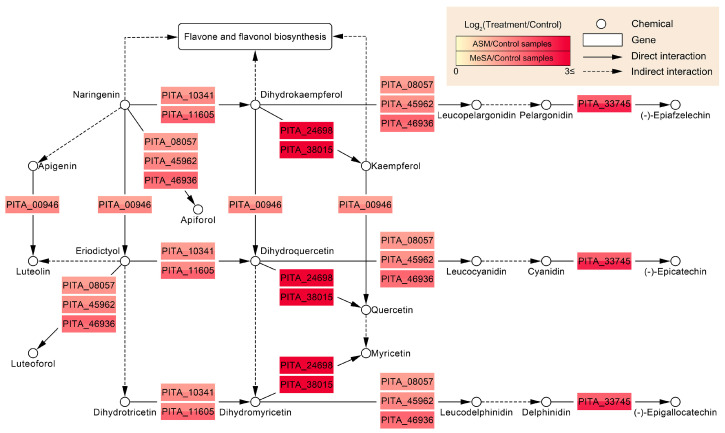
Molecular networks with expression changes in flavonoid biosynthesis. The nodes illustrate the type of molecules as follows: genes (coloured rectangles); biochemicals (circles); cognate pathway (white rectangle). The differences in colour are indicative of the corresponding changes in log_2_(treatment/control) values from a minimum of 0 to a maximum of 3, where a value of 0 indicates the same expression level between treatment and control conditions. The direction of biosynthesis in a pathway is represented by arrows adjacent to the gene names.

**Figure 6:**
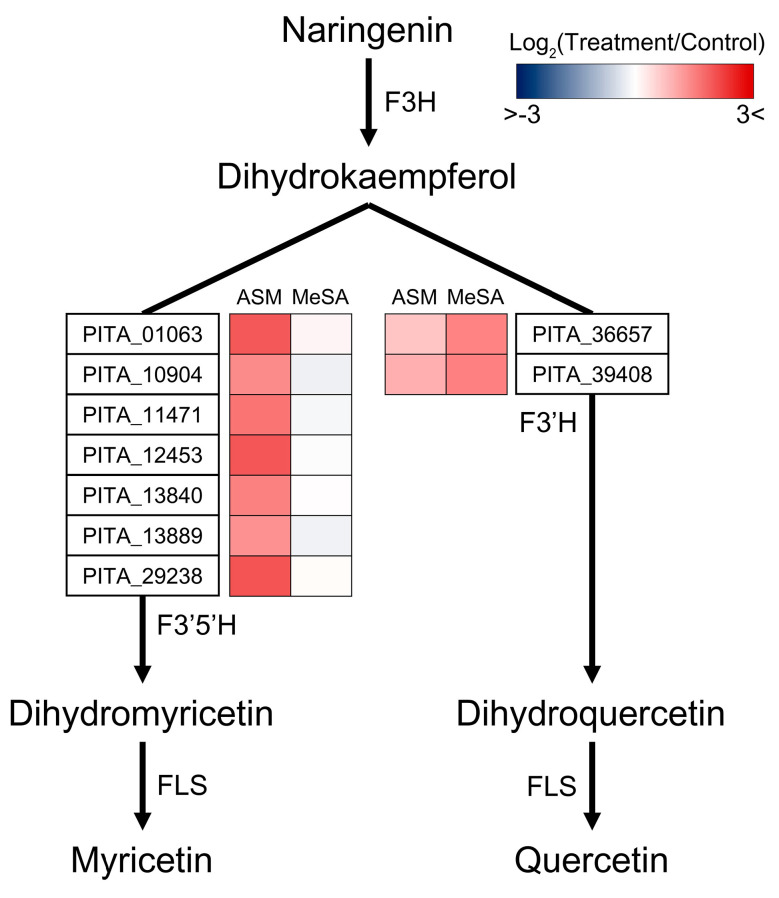
Schematic diagram of flavonol biosynthesis-related genes showing unique expression patterns. The biosynthetic diagram for the production of myricetin and quercetin from naringenin has been modelled. In the acibenzolar-*S*-methyl (ASM)- and methyl salicylic acid (MeSA)-specific patterns, the expression levels of genes have been calculated according to the log_2_(treatment/control) values and are shown as heatmaps. Each coloured cell marked in red indicates upregulation and each cell in blue indicates downregulation. Abbreviations: F3H, naringenin 3-dioxygenase; F3′5′H, flavonoid 3′,5′-hydroxylase; F3′H, flavonoid 3′-monooxygenase; FLS, flavonol synthase.

**Table 1:** Detailed information of the RNA-seq libraries.

Sample	Read Type	GC (%)	Quality ^1^	Total Reads	Total Length (bp)
ASM_1	Paired end	47	40	27,814,772	2,805,933,290
ASM_2	Paired end	45	40	35,228,444	3,554,276,515
ASM_3	Paired end	46	40	33,425,670	3,372,510,853
MeSA_1	Paired end	45	40	31,973,654	3,226,375,119
MeSA_2	Paired end	45	40	33,377,584	3,367,938,501
MeSA_3	Paired end	46	40	33,589,898	3,389,002,001
Untreated_1	Paired end	45	40	31,763,374	3,205,080,196
Untreated_2	Paired end	46	40	33,120,212	3,341,300,502
Untreated_3	Paired end	45	40	34,069,162	3,437,840,259

^1^ Average Phred quality score.

**Table 2:** Gene ontology (GO) enrichment of acibenzolar-*S*-methyl-specific patterns.

GO ID	Terms	Count	FDR ^1^
GO:0048585	Negative regulation of response to stimulus	34	0
GO:0006855	Drug transmembrane transport	26	0
GO:0009817	Defence response to fungus, incompatible interaction	26	0
GO:0042344	Indole glucosinolate catabolic process	26	0
GO:0052544	Defence response by callose deposition in cell wall	26	0
GO:0070574	Cadmium ion transmembrane transport	26	0
GO:0071366	Cellular response to indolebutyric acid stimulus	26	0
GO:1901140	*p*-Coumaryl alcohol transport	17	0
GO:1901141	Regulation of lignin biosynthetic process	17	0
GO:0009737	Response to abscisic acid	44	6.44 × 10^−11^

^1^ False discovery rate.

**Table 3:** Gene ontology (GO) enrichment of methyl salicylic acid-specific patterns.

GO ID	Terms	Count	FDR ^1^
GO:0002215	Defence response to nematode	9	1.27 × 10^−7^
GO:0009624	Response to nematode	14	1.16× 10^−5^
GO:0006833	Water transport	10	2.37 × 10^−5^
GO:0009094	l-Phenylalanine biosynthetic process	5	2.37 × 10^−5^
GO:0003333	Amino acid transmembrane transport	7	0.0056
GO:0009817	Defence response to fungus, incompatible interaction	8	0.0096
GO:0015804	Neutral amino acid transport	5	0.0096
GO:0051704	Multi-organism process	40	0.0407
GO:0097305	Response to alcohol	25	0.0443
GO:0009409	Response to cold	14	0.0443

^1^ False discovery rate.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/9/1000/s1, Figure S1: Quality assessment of raw reads in the FASTQ format, Figure S2: Pie charts showing functional categories according to BRITE hierarchy analysis, Figure S3: Verification of RNA-seq data by quantitative PCR (qPCR), Figure S4: Molecular networks showing expression changes in the photorespiration module within glyoxylate and dicarboxylate metabolism, Table S1: List of primers for quantitative real-time PCR analysis, Table S2: Overview of RNA-seq read processing, Table S3: List of non-redundant genes in reference genome for the genus *Pinus*, Table S4: Expression profiling of *Pinus densiflora* between resistance-inducing substances and untreated control, Table S5: Gene list associated with defence response to nematodes in MeSA-specific patterns.

# Supplementary material for: Comparative Transcriptome Analysis of Pine Trees Treated with Resistance-Inducing Substances against the Nematode Bursaphelenchus xylophilus
**Source:** Genes (Basel). 2020 Aug 26;11(9):1000. doi: 10.3390/genes11091000
**Supplement:** Supplementary file 1

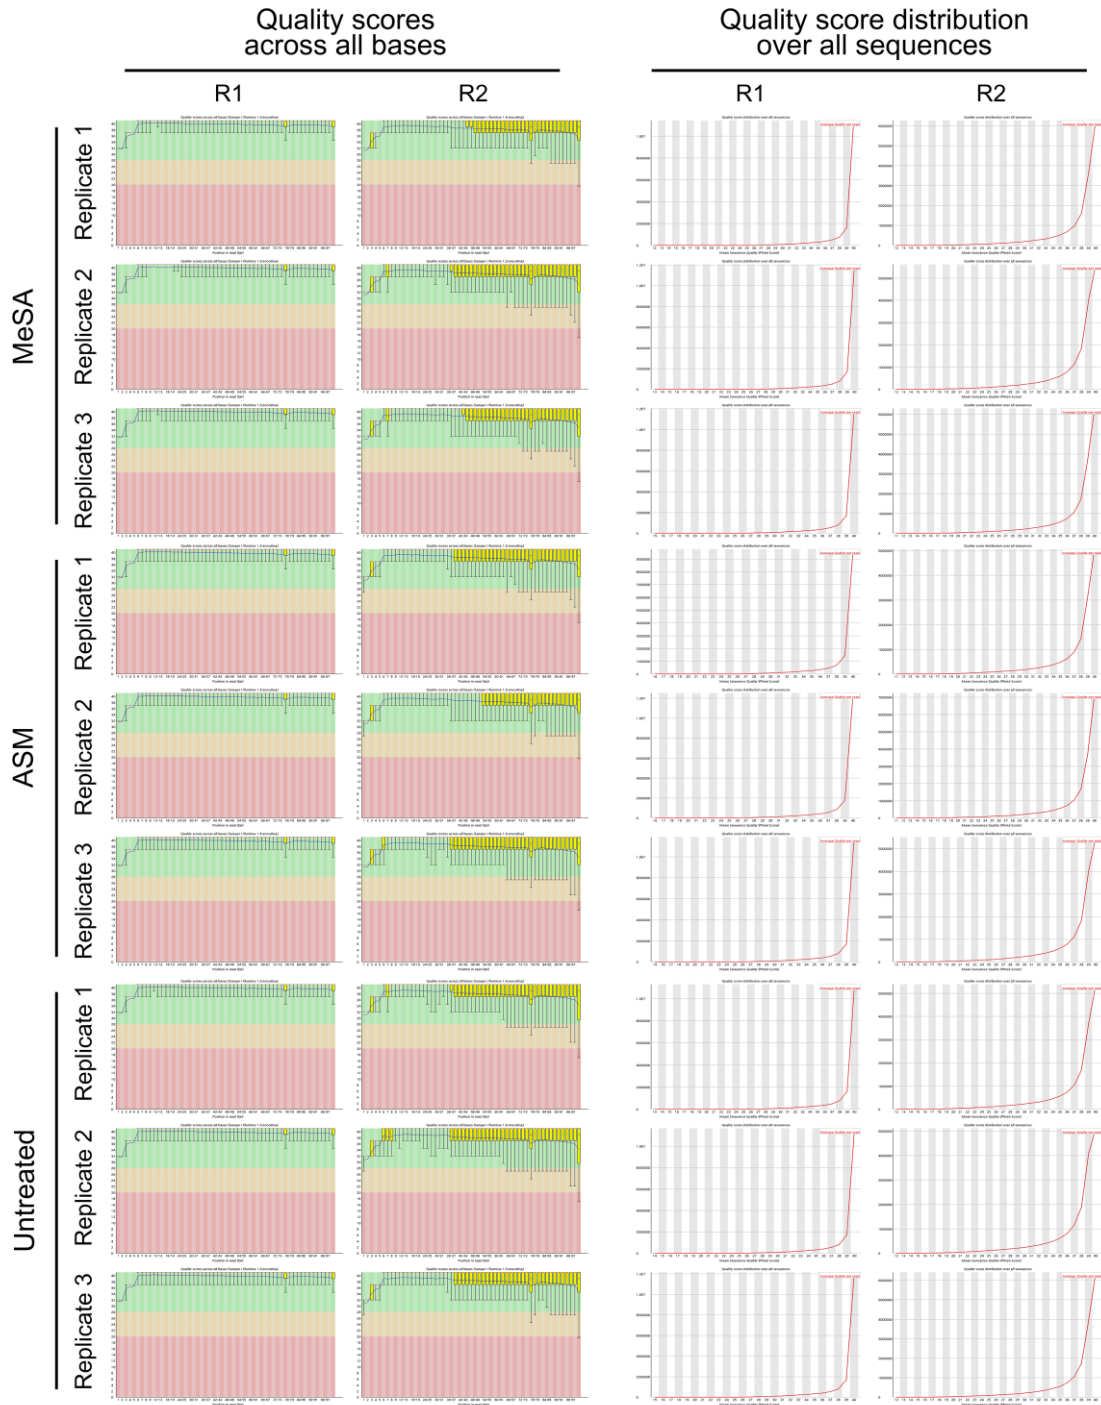

Figure S1. Quality assessment of raw reads in the FASTQ format. FastQC reports depicted the average quality scores of all reads for ASM, MeSA, and untreated samples. R1 is forward read and R2 is reverse read for pair-end sequencing. Box and whisker plots in the left panel display the distribution of per base quality for each of the 18 samples. The central red line indicates the median value, while the blue line represents the mean quality score. The yellow box displays the interquartile range (25%–75%), and the upper and lower whiskers represent the 10%–90% percentile. Graphical summary of average quality scores per read along the reads are shown in the right panel.

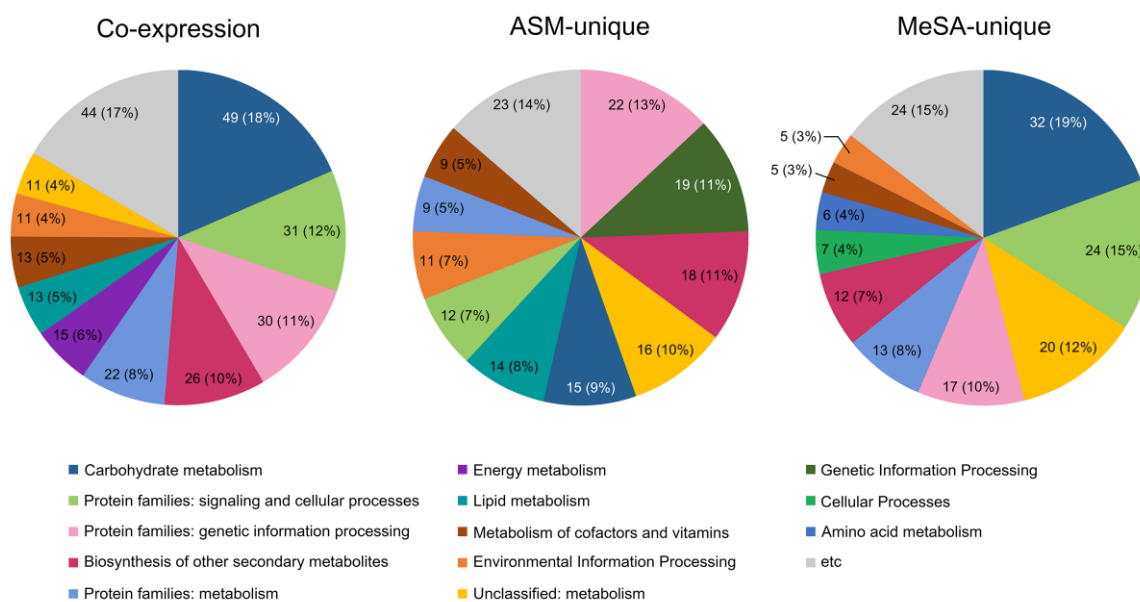

Figure S2. Pie charts showing functional categories according to BRITE hierarchy analysis. In the co-expression and unique patterns, functional annotations and their distribution are depicted as pie charts. The number of genes and relative proportions are indicated inside the chart.

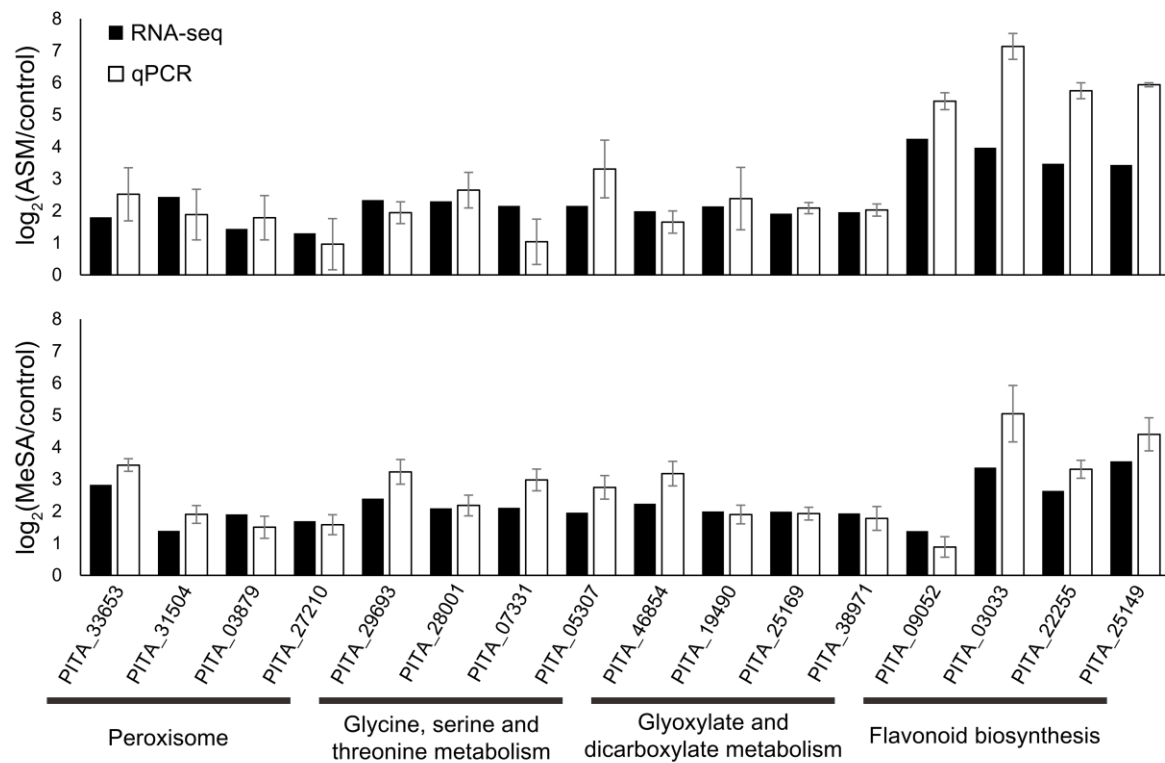

Figure S3. Verification of RNA-seq data by quantitative PCR (qPCR). The black bars represent fold changes based on RNA-seq data, according to the $\log_2(\text{treatment/control})$ values. The gray bars with standard errors indicate fold changes based on qPCR data using the $2^{-\Delta\Delta CT}$ method for three biological replicates.

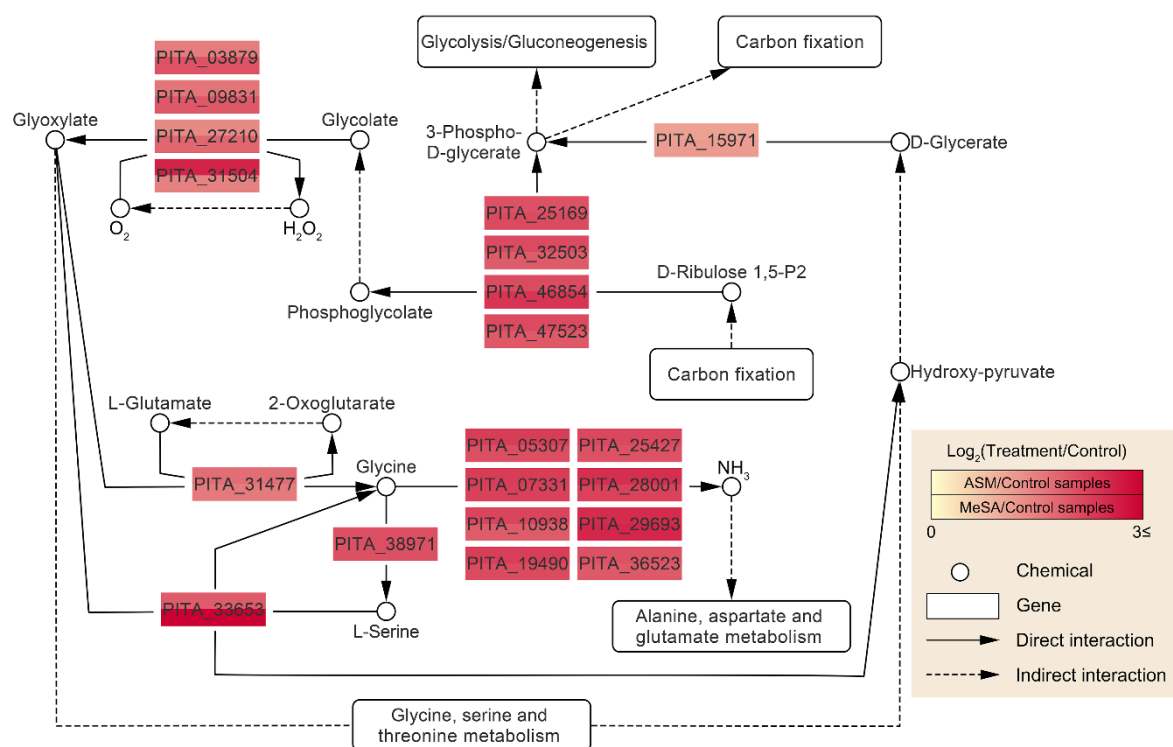

Figure S4. Molecular networks showing expression changes in the photorespiration module within glyoxylate and dicarboxylate metabolism. The nodes illustrate the type of molecules as follows: genes (coloured rectangles); biochemicals (circles); and cognate pathway (white rectangle). The differences in colour are indicative of the corresponding changes in $\log_2(\text{treatment/control})$ values from a minimum of 0 to a maximum of 3. The figure is modified from KEGG map00630 using the Cytoscape tool.

How the deposited data were processed for this re-analysis (not part of the article)

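RNA from needles of P. densiflora seedlings inoculated with PWN was sequenced in 9 libraries, 3 each from seedlings sprayed with ASM, with MeSA or with distilled water and a detergent (called untreated). The authors kept read pairs by Phred score, mapped them with BWA-MEM to the loblolly pine genome and counted reads per coding sequence with featureCounts, and these counts are deposited for 45528 genes per library. The RPKM values were computed by the authors from these counts, per length of the gene from start to end on its scaffold with introns included, and recomputing them from the deposited counts gave relative differences of at most 5.1e-07. The labels name BWA, SAMtools, featureCounts and Subread without versions.

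Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr by group, TMM factors, robust quasi-likelihood fit of all 9 libraries with 1 mean per group, and the quasi-likelihood test of ASM against untreated, MeSA against untreated and ASM against MeSA. A gene was called at a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p under 0.05. Of 23661 genes with a count in any library, 11037 passed the filter. Library totals ran from 3413662 to 5112088 counts with a median of 4506053, and 27926 to 29024 genes had 0 counts in a library. For a gene with 0 counts in all libraries of a group, a total of 3 counts over the group was taken as its floor.

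The alternatives were RLE and upper-quartile factors and library totals, no filter beyond 1 count, a stricter filter (10 counts in all 3 libraries of a group and a mean of 20), DESeq2 1.42.0, limma 3.58.1 with voom, limma on log2(RPKM + 0.5), log2(RPKM + 0.1) and log2(RPKM + 1) of genes with an RPKM of at least 0.5 in 3 libraries, a fit of only the 2 compared groups, replicate number as a block, no fold threshold, an adjusted p under 0.01, glmTreat, the MARS formula of the paper's test on group-mean RPKM and on summed counts, and leaving out each library in turn. On group-mean RPKM and on summed counts, the MARS formula left out every gene at 0 in either group. On summed RPKM and between single libraries, a 0 on 1 side was replaced by 0.5. Tests, alternatives, gene lists and the rule for named genes were set before the data were examined, apart from the following. Added after the data were seen were ASM replicates 1 and 3 summed as 1 library, the MARS formula on summed RPKM, the fit of 5 treated against 3 untreated libraries, the tests of whether ASM replicates 1 and 3 share their RNA or seedling, of a response to ASM alike in every seedling and of the state of single seedlings, and the values with MeSA of genes picked by their difference with ASM in simulated data.

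Named genes are those in the paper's text, in Table S1 and Table S5 and in its Fig. 4, Fig. 5, Fig. 6 and Fig. S4, the 10 with the largest change per direction and comparison among those called (average log2 CPM of at least 1, groups without overlap, at most 3 with the same description), and per list the 2 with the largest change per direction and the 1 nearest to the median. Values in Table S4 and Table S5 were seen before this rule was written. The gene lists, by description in Table S4, are flavonoid, F3'5'H, F3'H-like, chalcone synthase, phenylpropanoid and lignin, light harvesting and photosystems, chlorophyll synthesis, Calvin cycle, photorespiration, antioxidant, thaumatin-like, chitinase, glucanase, PR-10 and other pathogenesis-related, lipoxygenase, jasmonate, salicylate signalling, terpene synthase, peroxidase, early light-induced, heat shock, dehydration, aquaporin, germin-like, cell wall, senescence, sugar transport, drug transporters, mobile elements, Table S5 and Table S1 qPCR. Calls over a list alone adjust p over its tested genes.

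The fits were tested on simulated data made from the counts, with 200 changed genes in each of 5 sets. Shared untreated libraries were modelled in 20 simulated sets without an effect of treatment, with every gene and every library drawn independently. Protein identity within families came from blastp 2.17.0. Enrichment in KEGG and GO, the STRING network and the qPCR values were not analysed here, since the sets and values behind them are not among the deposited files.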

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

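The tests of whether ASM replicates 1 and 3 share their RNA or seedling, of a response to ASM alike in every seedling, and of the state of single seedlings were chosen only after the result was seen, and so was the fit of treated against untreated libraries. Genes of the following families passed the test in edgeR, of which the paper lists drug transport as a term of its Table 2 and mentions pathogenesis-related genes in general. With ASM, 26 of 33 drug transporters, 5 of 22 terpene synthases and 6 of 37 lipoxygenases were higher than untreated, and 12 of 45 thaumatin-like genes, 5 lipoxygenases, 4 of 9 germin-like genes and 4 of 9 pathogenesis-related genes of the Bet v I type and their relatives were lower. Each of these counts was 0 with ASM replicates 1 and 3 summed. Each was also 0 without ASM replicate 1, ASM replicate 3 or untreated replicate 3. Adjusted over each list alone, none fell to 0 with the 2 libraries summed. PITA_16431 differed between the treatments themselves, with a log2 difference between ASM and MeSA of 4.30, a call that ended with ASM replicates 1 and 3 summed.

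Other divisions of the same libraries were compared with the real one. With 5 treated against 3 untreated libraries, ASM replicates 1 and 3 summed, the real division gave 305 genes in edgeR. The highest of the other divisions gave 1, so that 1 of 56 gave as many, a share under 0.05. This fit was added after the data were seen. Its total ran from 0 without untreated replicate 3 to 541 without MeSA replicate 1. Chance is therefore less likely but not excluded. With 3 against 3 libraries there are only 10 divisions, too few for a share under 0.05: ASM against untreated gave 397 genes and the highest other 0 (1 of 10 as many), and MeSA against untreated 11 and 0 (1 of 10). ASM against MeSA gave 1 and the highest other 60 (2 of 10), which points to a structure among the samples. By the MARS formula on summed RPKM, ASM against untreated gave 1842 and the highest other 1190 (1 of 10), and MeSA against untreated 1832 and 1223 (1 of 10).

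ASM replicates 1 and 3 were closer to each other than any other pair of libraries. That all reads of replicate 1, the shallower library, are also in replicate 3 is argued against, as 12.8% of the tested genes had more counts in replicate 1. Sharing of only part of the reads could leave such genes too, so this value does not decide it. A response to ASM alike in every seedling is argued against by ASM replicate 2, whose lower coefficient of variation with the others was 0.548, while a MeSA and an untreated library came as close as 0.44. The same RNA or the same seedling behind both libraries stays open, with a coefficient of variation of 0.0645 against 0.44 or more. If it were so, the ASM group may hold only 2 independent samples, and the calls with all genes adjusted would come to 1 higher and 0 lower.

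The median log2 fold change of the 18 light harvesting and photosystem genes was 1.99 with ASM and 2.12 with MeSA, while 0 passed over all genes in edgeR with either (16 and 15 higher at an unadjusted p under 0.05, 14 and 13 with DESeq2, 0 and 0 with limma-voom, 0 and 1 with limma on log2(RPKM + 0.5) and 13 and 13 by the MARS formula on group-mean RPKM). Adjusted over the list alone 16 and 15 were higher, and 0 and 8 with ASM replicates 1 and 3 summed. A difference in depth is argued against by the median totals, 4506053 counts with ASM, 4457056 with MeSA and 4529521 untreated. The lower of the 2 list medians was 2.01 after thinning every library to 3413662 counts and 1.99 before. Thinning could hardly change fold changes already scaled for depth, so this value does not decide the question. The lower list median was 1.83 without the 29 most abundant genes and 1.85 for the same members before. TMM factors already allow for such genes, so this value does not decide the question either. A few genes taking most of the counts would shift all other genes alike. They are argued against by scaling to library totals only, where the list medians were 1.94 with ASM and 2.1 with MeSA. The medians over all genes were 0.062 and 0.073 there. A state of the single seedling that differs within a treatment stays open, since the level ranged over 2.07 within the ASM group against a smaller group difference of 1.77, although over 1.61 within the MeSA group and 1.16 within the untreated group. An effect of the treatments also stays open and was not tested apart from the state of the seedlings.

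The 7 F3'5'H genes moved together between ASM and MeSA. Reads shared between near-identical copies stay open, since the median identity of each protein with the closest of the others was 99.2%, so the 7 may be fewer than 7 measurements. The sum over the 7 genes, which reads moved among the 7 do not change, differed by 1.67 between ASM and MeSA on the log2 scale (adjusted p = 0.505 in edgeR). Reads shared with genes outside the 7 were not examined. No biological explanation was tested for this pattern.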

How the results depend on the processing

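The summed ASM libraries and the MARS formula on summed RPKM were chosen after seeing the data. The counts to compare are 182 genes higher and 215 lower with ASM, 2 and 9 with MeSA, 1 and 0 between ASM and MeSA and 2 and 8 with both in edgeR, where 2997, 2911 and 843 genes had an unadjusted p under 0.05. The log2 fold changes of single genes that were followed through the alternatives kept their sign, and the differences between ASM and MeSA of PITA_24698 and PITA_38015, close to 0, were not among those followed. Medians near 0 changed sign: for flavonoid genes with MeSA it was -0.00508 with TMM, 0.018 with RLE, 0.0304 with upper-quartile factors and -0.0254 with library totals, and between ASM and MeSA it was 0.00602, -0.0112, 0.0137 and -0.0427 in the same order for photorespiration and -0.00159, -0.00777, 0.0198 and 0.0117 for antioxidant genes. Upper-quartile factors and dropping the fold threshold left each of these counts within 1.5 times. Values that left that range follow, and the cause was not tested.

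Under RLE size factors, the counts were 21 higher with MeSA than untreated, 42 lower with MeSA than untreated, 20 higher with both and 36 lower with both. Its lists gave 1 flavonoid gene higher with MeSA. Under library totals only, the counts were 1 higher with MeSA than untreated, 5 lower with MeSA than untreated, 1 higher with both and 5 lower with both. With no filter, the counts were 61 higher with MeSA than untreated, 92 lower with MeSA than untreated, 13 higher with ASM than MeSA, 1 lower with ASM than MeSA, 37 higher with both, 68 lower with both and 13 higher with ASM alone and different from MeSA. For the lists it gave 2 flavonoid genes higher with MeSA and 0 Table S1 qPCR genes higher with ASM. With the stricter filter, the counts were 39 higher with MeSA than untreated, 67 lower with MeSA than untreated, 3 higher with ASM than MeSA, 29 higher with both, 56 lower with both and 3 higher with ASM alone and different from MeSA. For the lists it gave 1 flavonoid gene higher with MeSA. With only the 2 compared groups in the fit, the counts were 311 higher with ASM than untreated, 443 lower with ASM than untreated, 0 higher with MeSA than untreated, 0 lower with MeSA than untreated, 0 higher with ASM than MeSA, 0 higher with both, 0 lower with both and 0 higher with ASM alone and different from MeSA. With replicate number as a block, the counts were 4 higher with ASM than untreated, 4 lower with ASM than untreated, 0 higher with MeSA than untreated, 1 lower with MeSA than untreated, 0 higher with ASM than MeSA, 0 higher with both, 1 lower with both and 0 higher with ASM alone and different from MeSA. Its lists gave 0 flavonoid genes higher with ASM and 0 Table S1 qPCR genes higher with ASM. At an adjusted p under 0.01, the counts were 1 higher with ASM than untreated, 0 lower with ASM than untreated, 0 higher with MeSA than untreated, 0 lower with MeSA than untreated, 0 higher with ASM than MeSA, 0 higher with both, 0 lower with both and 0 higher with ASM alone and different from MeSA. Lists then gave 0 flavonoid genes higher with ASM and 0 Table S1 qPCR genes higher with ASM. With glmTreat, the counts were 15 higher with ASM than untreated, 24 lower with ASM than untreated, 0 higher with MeSA than untreated, 1 lower with MeSA than untreated, 0 higher with both and 1 lower with both. For the lists it gave 0 flavonoid genes higher with ASM and 0 Table S1 qPCR genes higher with ASM. With ASM replicates 1 and 3 summed, the counts were 1 higher with ASM than untreated, 0 lower with ASM than untreated, 0 higher with MeSA than untreated, 0 lower with MeSA than untreated, 0 higher with ASM than MeSA, 0 higher with both, 0 lower with both and 0 higher with ASM alone and different from MeSA. Its lists gave 0 flavonoid genes higher with ASM and 0 Table S1 qPCR genes higher with ASM.

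Tested with DESeq2, the counts were 815 higher with ASM than untreated, 863 lower with ASM than untreated, 780 higher with MeSA than untreated, 749 lower with MeSA than untreated, 111 higher with ASM than MeSA, 65 lower with ASM than MeSA, 397 higher with both, 472 lower with both, 75 higher with ASM alone and different from MeSA and 26 higher with MeSA alone and different from ASM. For the lists it gave 3 F3'5'H genes higher with ASM, 6 flavonoid genes higher with ASM, 7 flavonoid genes higher with MeSA, 10 photorespiration genes higher with ASM, 11 photorespiration genes higher with MeSA, 3 Table S5 genes higher with MeSA, 7 Table S1 qPCR genes higher with ASM and 7 Table S1 qPCR genes higher with MeSA. Tested with limma-voom, the counts were 40 higher with MeSA than untreated, 105 lower with MeSA than untreated, 2 higher with ASM than MeSA, 25 higher with both, 81 lower with both and 2 higher with ASM alone and different from MeSA. Its lists gave 0 flavonoid genes higher with ASM. Tested with limma on log2(RPKM + 0.5), the counts were 303 higher with ASM than untreated, 439 lower with ASM than untreated, 126 higher with MeSA than untreated, 267 lower with MeSA than untreated, 50 higher with ASM than MeSA, 2 lower with ASM than MeSA, 66 higher with both, 213 lower with both, 47 higher with ASM alone and different from MeSA and 1 higher with MeSA alone and different from ASM. For the lists it gave 2 flavonoid genes higher with MeSA. Tested with limma on log2(RPKM + 0.1), the counts were 284 higher with ASM than untreated, 357 lower with ASM than untreated, 62 higher with MeSA than untreated, 114 lower with MeSA than untreated, 31 higher with ASM than MeSA, 2 lower with ASM than MeSA, 50 higher with both, 96 lower with both and 30 higher with ASM alone and different from MeSA. Its lists gave 2 flavonoid genes higher with MeSA. Tested with limma on log2(RPKM + 1), the counts were 274 higher with ASM than untreated, 416 lower with ASM than untreated, 102 higher with MeSA than untreated, 260 lower with MeSA than untreated, 49 higher with ASM than MeSA, 2 lower with ASM than MeSA, 47 higher with both, 213 lower with both, 47 higher with ASM alone and different from MeSA and 1 higher with MeSA alone and different from ASM. Lists then gave 1 flavonoid gene higher with MeSA. By the MARS formula on group-mean RPKM, the counts were 549 higher with ASM than untreated, 507 lower with ASM than untreated, 563 higher with MeSA than untreated, 467 lower with MeSA than untreated, 111 higher with ASM than MeSA, 183 lower with ASM than MeSA, 347 higher with both, 389 lower with both, 73 higher with ASM alone and different from MeSA and 63 higher with MeSA alone and different from ASM. For the lists it gave 6 F3'5'H genes higher with ASM, 5 F3'5'H genes higher with ASM than MeSA, 23 flavonoid genes higher with ASM, 15 flavonoid genes higher with MeSA, 14 photorespiration genes higher with ASM, 16 photorespiration genes higher with MeSA, 2 Table S5 genes higher with MeSA, 15 Table S1 qPCR genes higher with ASM and 15 Table S1 qPCR genes higher with MeSA. By the MARS formula on summed counts, the counts were 2883 higher with ASM than untreated, 2077 lower with ASM than untreated, 3119 higher with MeSA than untreated, 2174 lower with MeSA than untreated, 1054 higher with ASM than MeSA, 1500 lower with ASM than MeSA, 1871 higher with both, 1335 lower with both, 443 higher with ASM alone and different from MeSA and 573 higher with MeSA alone and different from ASM. Lists then gave 7 F3'5'H genes higher with ASM, 7 F3'5'H genes higher with ASM than MeSA, 33 flavonoid genes higher with ASM, 21 flavonoid genes higher with MeSA, 17 photorespiration genes higher with ASM, 20 photorespiration genes higher with MeSA, 9 Table S5 genes higher with MeSA, 16 Table S1 qPCR genes higher with ASM and 16 Table S1 qPCR genes higher with MeSA. By the MARS formula on summed RPKM, the counts were 1044 higher with ASM than untreated, 798 lower with ASM than untreated, 1104 higher with MeSA than untreated, 728 lower with MeSA than untreated, 256 higher with ASM than MeSA, 393 lower with ASM than MeSA, 625 higher with both, 592 lower with both, 157 higher with ASM alone and different from MeSA and 169 higher with MeSA alone and different from ASM. Its lists gave 7 F3'5'H genes higher with ASM, 7 F3'5'H genes higher with ASM than MeSA, 31 flavonoid genes higher with ASM, 21 flavonoid genes higher with MeSA, 16 photorespiration genes higher with ASM, 20 photorespiration genes higher with MeSA, 9 Table S5 genes higher with MeSA, 16 Table S1 qPCR genes higher with ASM and 16 Table S1 qPCR genes higher with MeSA.

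Leaving out 1 of the 9 libraries at a time, which leaves 2 libraries in its group, gave 1 to 568 higher with ASM than untreated, 0 to 511 lower with ASM than untreated, 0 to 139 higher with MeSA than untreated, 0 to 223 lower with MeSA than untreated, 0 to 4 higher with ASM than MeSA, 0 to 97 higher with both, 0 to 184 lower with both, 0 to 4 higher with ASM alone and different from MeSA, 0 to 3 flavonoid genes higher with ASM, 0 to 2 flavonoid genes higher with MeSA, 0 to 12 photorespiration genes higher with ASM, 0 to 1 Table S5 genes higher with MeSA and 0 to 7 Table S1 qPCR genes higher with ASM. The values at 0 in every such fit are those lower with ASM than MeSA, higher with MeSA alone and different from ASM, F3'5'H genes higher with ASM, F3'5'H genes higher with MeSA, F3'5'H genes higher with ASM than MeSA, F3'H genes lower with ASM than MeSA, photorespiration genes higher with MeSA and Table S1 qPCR genes higher with MeSA. The lowest counts with ASM, 1 higher and 0 lower, came without ASM replicate 1, ASM replicate 3 or untreated replicate 3, and the highest, 568 and 511, without ASM replicate 2. For the single genes named in the text, the alternatives left 1128 gene and setting pairs on the same side of the threshold with the same direction, moved 139 past it and 154 short of it, and leaving out 1 library gave 503, 11 and 161. Summed over its copies, the F3'5'H difference between ASM and MeSA was 1.67 in place of a median of 1.75, and for F3'H -0.67 in place of -0.63, and averaging folds in place of log2 values gave 6.73 in place of 5.09, each within the spread between replicates. Nothing says that libraries of the same number belong together: their correlations after removing the group means ran from -0.449 to 0.447, 3 of 9 were over 0.1, and 2 of 9 libraries had their best match in another group under their own number. Many genes had few counts: of 45528 genes 27926 to 29024 had 0 counts in a library, and 11037 could be tested. In simulated counts with the depth and the spread of these libraries, edgeR recovered 0.8% of 2-fold and 49.2% of 8-fold changes. The part of depth and of spread was not tested, and these shares hold for sets with 200 changed genes.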

Differences from the paper's values

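Both sets of counts use a log2 fold change of at least 1 in size and an adjusted p under 0.05. A count is said to differ from the paper's where one is more than 1.5 times the other. Of the 26 alternatives set before the data were examined, those not named beside a value differ from the paper's. Genes higher with ASM than untreated number 1091 in the paper and 182 in edgeR, where DESeq2 gave 815, lower but within 1.5 times. Genes lower with ASM number 824 in the paper and 215 here, with 863 by DESeq2. Genes higher with MeSA number 1139 in the paper and 2 here, with 780 by DESeq2, and genes lower with MeSA 742 in the paper and 9 here, with 749 by DESeq2. Genes higher with both treatments number 650 in the paper and 2 here, and all 26 alternatives differ, with 397 by DESeq2. Genes higher with ASM and not with MeSA number 441 in the paper and 180 here, where 4 alternatives are within 1.5 times of it without being equal: DESeq2 with 418, only the 2 compared groups in the fit with 311, and the fits without ASM replicate 2 with 471 and without MeSA replicate 3 with 332. Genes higher with MeSA and not with ASM number 489 in the paper and 0 in edgeR, with 383 by DESeq2.

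The MARS formula on RPKM summed over the 3 libraries, chosen after seeing the values, gave 1044 genes higher and 798 lower with ASM, 1104 and 728 with MeSA and 625 higher with both, and it drops 73 of the paper's called genes with ASM and 49 with MeSA. Its log2 fold changes lay within 0.005 of those in the paper's Table S4. All 1842 genes it called with ASM and all 1832 with MeSA are in that table. The 24 log2 fold changes of single genes that were compared with the paper's tables, some genes with both treatments, lie within 0.13 of the values computed here. None of the 24 differs, and both sets come from the same libraries.

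The paper states that more genes went up than down, and in edgeR 182 went up and 215 down with ASM and 2 and 9 with MeSA, while DESeq2 gave 780 up and 749 down with MeSA and 815 and 863 with ASM. At an unadjusted p under 0.05 in edgeR, 1551 were up and 1446 down with ASM and 1499 and 1412 with MeSA. More up than down with each treatment came by the MARS formula on summed counts (2883 and 2077 with ASM, 3119 and 2174 with MeSA), on group-mean RPKM (549 and 507, 563 and 467) and on summed RPKM, chosen after seeing the values. The paper states that most upregulated genes were shared by the treatments, and DESeq2 called 397 higher with both, of 815 with ASM and 780 with MeSA, and the MARS formula on summed RPKM, chosen after seeing the values, 625 of 1044 and 1104. The edgeR calls are too few with MeSA, 2, to weigh this. The paper calls the F3'5'H genes higher with ASM and the F3'H genes higher with MeSA only. In edgeR 0 of the 7 F3'5'H genes passed with ASM (5 at an unadjusted p under 0.05, 3 with DESeq2), and PITA_36657 and PITA_39408 had log2 fold changes of 1.30 and 1.34 with MeSA and 0.56 and 0.82 with ASM. The MARS formula on summed counts and on summed RPKM called all 7 F3'5'H genes with ASM. The paper chose 16 upregulated genes for qPCR, with primers in Table S1, and reports a high correlation between their qPCR and RNA-seq values. The qPCR values were not analysed here. Of the 16, edgeR called 1 with ASM and 0 with MeSA (DESeq2 7 and 7), while all 16 values were above 0 with each, and the MARS formula on summed RPKM called 16 and 16.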

Other observations

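Several jasmonate genes were lower with ASM. PITA_34438, a jasmonate-zim-domain protein that represses jasmonate responses, had 1, 0 and 0 counts with ASM and 28, 101 and 94 untreated (adjusted p = 0.028 in edgeR), and PITA_19486, a 12-oxophytodienoate reductase of jasmonate synthesis, 2, 3 and 4 and 325, 179 and 1123 (adjusted p = 0.0309 in edgeR). PITA_08921, described as coronatine-insensitive protein, the jasmonate receptor, rose with ASM (log2 fold change 1.07, standard error 0.20, adjusted p = 0.0358 in edgeR). Of 25 jasmonate genes 1 rose and 4 fell with ASM (3 and 15 adjusted over the list alone). With MeSA 0 rose (3 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 2 by the MARS formula on group-mean RPKM) or fell (9 at an unadjusted p under 0.05, 8 with DESeq2, 1 with limma-voom, 6 with limma on log2(RPKM + 0.5) and 10 by the MARS formula on group-mean RPKM), and 1 was higher and 7 lower over the list alone. The direct comparison gave 1 higher and 3 lower with ASM than with MeSA over the list alone and 0 over all genes (4 at an unadjusted p under 0.05, 2 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 4 by the MARS formula on group-mean RPKM for lower). The genes were called by the study on these libraries and are not independent evidence. An effect of ASM on them cannot be told apart from the heavier disease of the untreated seedlings. The 4 were 0, 6 and 0 without ASM replicates 1, 2 and 3, 7, 3 and 11 without the MeSA replicates and 1, 0 and 0 without the untreated replicates, and 0 with ASM replicates 1 and 3 summed, the 1 that rose 0, 2 and 0 (ASM), 1, 1 and 2 (MeSA) and 0, 0 and 0 (untreated), and the 15 and 7 lower over the list alone 4, 15 and 4 (ASM), 19, 13 and 19 (MeSA) and 11, 10 and 11 (untreated) with ASM and 8, 8 and 8 (ASM), 13, 5 and 10 (MeSA) and 7, 7 and 6 (untreated) with MeSA. The 3 jasmonate genes higher with ASM over the list alone were 1, 3 and 1 (ASM), 3, 2 and 3 (MeSA) and 1, 3 and 3 (untreated), and 1 with ASM replicates 1 and 3 summed. The 1 jasmonate gene higher with MeSA over the list alone was 1, 1 and 1 (ASM), 0, 3 and 1 (MeSA) and 0, 2 and 0 (untreated). The 1 jasmonate gene higher with ASM than with MeSA over the list alone was 0, 0 and 0 (ASM), 1, 1 and 1 (MeSA) and 1, 1 and 1 (untreated), and 0 with ASM replicates 1 and 3 summed. The 3 jasmonate genes lower with ASM than with MeSA over the list alone were 0, 0 and 0 (ASM), 2, 3 and 11 (MeSA) and 3, 3 and 3 (untreated), and 0 with ASM replicates 1 and 3 summed. Over all genes, jasmonate genes that fell with MeSA were 0, 1 and 0 (ASM), 4, 0 and 0 (MeSA) and 0, 0 and 0 (untreated).

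In salicylate signalling, WRKY transcription factor PITA_35793 fell with ASM (log2 fold change -1.50, standard error 0.33, adjusted p = 0.0481 in edgeR), and PITA_02928, enhanced disease susceptibility 1, a regulator of salicylate defence, had a log2 fold change of 1.08 (standard error 0.39, adjusted p = 0.127 in edgeR). Of 8 genes 0 rose with ASM (3 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 1 by the MARS formula on group-mean RPKM) and 1 fell, with 3 and 3 adjusted over the list alone. With MeSA 0 fell (2 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 2 by the MARS formula on group-mean RPKM) and 1 was lower over the list alone, and 0 differed between ASM and MeSA (1 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 0 by the MARS formula on group-mean RPKM). The list is made of the study's own calls and is not independent evidence. The 1 that fell with ASM was 0, 1 and 0 without ASM replicates 1, 2 and 3, 0, 0 and 3 without the MeSA replicates and 0, 0 and 0 without the untreated replicates, and 0 with ASM replicates 1 and 3 summed. The 3 salicylate genes higher with ASM over the list alone were 0, 4 and 0 (ASM), 3, 3 and 3 (MeSA) and 2, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. The 3 salicylate genes lower with ASM over the list alone were 0, 2 and 0 (ASM), 3, 3 and 3 (MeSA) and 2, 1 and 1 (untreated), and 0 with ASM replicates 1 and 3 summed. The 1 salicylate gene lower with MeSA over the list alone was 0, 1 and 0 (ASM), 0, 0 and 0 (MeSA) and 1, 0 and 0 (untreated). Salicylate genes that rose with ASM over all genes were 0, 1 and 0 (ASM), 0, 0 and 0 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed.

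Of 30 phenylpropanoid and lignin genes, PITA_09052 rose with ASM and 0 fell (6 at an unadjusted p under 0.05, 2 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 4 by the MARS formula on group-mean RPKM), and 1 was higher over the list alone. With MeSA 0 passed over all genes, and 5 were higher and 8 lower over the list alone (8 and 9 at an unadjusted p under 0.05, 7 and 8 with DESeq2, 0 and 0 with limma-voom, 0 and 1 with limma on log2(RPKM + 0.5) and 5 and 3 by the MARS formula). Between ASM and MeSA 0 passed over all genes and 5 were higher with ASM over the list alone. Higher with ASM were 6 at an unadjusted p under 0.05, 4 with DESeq2, 0 with limma-voom and 0 with limma on log2(RPKM + 0.5). Lower were 1, 0, 0 and 0 in the same order. The MARS formula on group-mean RPKM gave 4 higher and 1 lower. PITA_20361, a 4-coumarate-CoA ligase near the median, had a log2 fold change of 1.13 with ASM (standard error 0.41, adjusted p = 0.13 in edgeR). Chosen by the study on these libraries, these genes are not independent evidence. The 5 and 8 with MeSA were 2, 4 and 2 without ASM replicates 1, 2 and 3, 11, 4 and 2 without the MeSA replicates and 12, 1 and 0 without the untreated replicates for higher and 6, 6 and 6 (ASM), 7, 6 and 5 (MeSA) and 8, 4 and 0 (untreated) for lower, and the 5 of the direct comparison 4, 0 and 3 (ASM), 0, 0 and 0 (MeSA) and 0, 4 and 0 (untreated). Over the list alone, those higher with ASM were 0, 2 and 0 (ASM), 12, 2 and 7 (MeSA) and 11, 0 and 0 (untreated). The 1 phenylpropanoid gene higher with ASM over all genes was 0, 2 and 0 (ASM), 1, 1 and 2 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed.

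Chitinases, which cut chitin, had a median log2 fold change of -2.29 with ASM and -1.26 with MeSA, with PITA_11544 nearest to the former (log2 fold change -2.22, standard error 1.15, adjusted p = 0.248 in edgeR). Of 28, 0 passed with ASM (14 at an unadjusted p under 0.05, 12 with DESeq2, 0 with limma-voom, 3 with limma on log2(RPKM + 0.5) and 19 by the MARS formula on group-mean RPKM for lower) or MeSA (5 at an unadjusted p under 0.05, 5 with DESeq2, 0 with limma-voom, 0 with limma on log2(RPKM + 0.5) and 12 by the MARS formula on group-mean RPKM for lower), over all genes or over the list alone, while every ASM library lay below every untreated library in 21 and every MeSA library in 9, where chance gives 5% in this direction for genes not chosen on these libraries, or 10% for ASM if its replicates 1 and 3 are 1 sample. Over the list alone, the chitinases lower with ASM were 0, 16 and 0 without ASM replicates 1, 2 and 3, 18, 0 and 18 without the MeSA replicates and 0, 0 and 0 without the untreated replicates, and those lower with MeSA 0, 1 and 0 (ASM), 18, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). Cell wall genes had medians of 1.95 and 2.48, with the pectate lyase PITA_29510 at 1.95 with ASM (standard error 0.90, adjusted p = 0.202 in edgeR). Of 41, 0 passed with ASM (12 at an unadjusted p under 0.05, 6 with DESeq2, 0 with limma-voom, 1 with limma on log2(RPKM + 0.5) and 9 by the MARS formula on group-mean RPKM for higher) or MeSA (15 at an unadjusted p under 0.05, 11 with DESeq2, 0 with limma-voom, 1 with limma on log2(RPKM + 0.5) and 12 by the MARS formula on group-mean RPKM for higher), and those higher with MeSA over the list alone were 0, 0 and 0 without ASM replicates 1, 2 and 3, 26, 0 and 0 without the MeSA replicates and 16, 0 and 0 without the untreated replicates. Both lists were drawn from the study's calls on these libraries, not independent evidence. Mobile elements, genes of reverse transcriptases and retrotransposons, had medians of 0.91 and 0.98. Of 22, 0 passed over all genes with ASM or MeSA. With ASM, 7 were higher at an unadjusted p under 0.05, 3 with DESeq2, 0 with limma-voom and 0 with limma on log2(RPKM + 0.5). Lower were 2, 1, 0 and 0 in the same order. With MeSA, 8, 5, 0 and 0 were higher and 5, 5, 0 and 2 lower in that order. The MARS formula on group-mean RPKM gave 7 higher and 1 lower with ASM and 11 and 2 with MeSA. Over the list alone 0 mobile elements differed with ASM, 5 were higher and 5 lower with MeSA and 4 higher with ASM than with MeSA. These, too, are the study's calls and not independent evidence. The 5 higher were 3, 4 and 1 without ASM replicates 1, 2 and 3, 3, 0 and 8 without the MeSA replicates and 0, 6 and 0 without the untreated replicates, the 5 lower 5, 5 and 4 (ASM), 4, 0 and 4 (MeSA) and 0, 4 and 0 (untreated), and the 4 became 0, 4 and 0 (ASM), 0, 0 and 4 (MeSA) and 4, 4 and 3 (untreated). Over all genes, chitinases that fell with ASM were 0, 2 and 0 (ASM), 3, 0 and 2 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. Those that fell with MeSA were 0, 0 and 0 (ASM), 3, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). Chitinases that rose with ASM over all genes were 0, 3 and 0 (ASM), 0, 0 and 1 (MeSA) and 0, 0 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed. Cell wall genes that rose with MeSA over all genes were 0, 0 and 0 (ASM), 3, 0 and 0 (MeSA) and 0, 0 and 0 (untreated). Mobile elements higher with ASM over the list alone were 0, 5 and 0 (ASM), 1, 0 and 0 (MeSA) and 0, 6 and 0 (untreated), and 0 with ASM replicates 1 and 3 summed.

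PITA_47202, the elongation factor that the paper used as the internal control of its qPCR, had log2 fold changes of -0.41 with ASM and -0.45 with MeSA (standard errors 0.25 and 0.25, adjusted p = 0.316 and 0.282 in edgeR).

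The MARS formula, which takes no spread between replicates into account, was applied to single libraries of the same group. It called 763, 0 and 746 genes between the 3 pairs of ASM libraries, 531, 1164 and 930 between the MeSA libraries and 434, 394 and 486 between the untreated libraries. On RPKM computed from the counts of the 11037 tested genes alone and summed over the 3 libraries, it called 708 genes higher and 583 lower with both treatments, and in 20 simulated data sets without an effect of treatment 80.4 and 78.3 on average. Genes varied independently in those sets, which the genes of the real libraries need not do.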
